# Selective modulation of gene expression in activated normal human peripheral blood mononuclear cells by store-operated calcium entry blocker BTP2

**DOI:** 10.21203/rs.3.rs-2618144/v1

**Published:** 2023-03-13

**Authors:** Divya Shankaranarayanan, Madhav Mantri, Mila Lagman, Carol Li, Vijay K. Sharma, Thangamani Muthukumar, Jenny Z. Xiang, Iwijn De Vlaminck, Khaled Machaca, Manikkam Suthanthiran

## Abstract

Calcium is a critical signaling molecule in many cell types including immune cells. The calcium-release activated calcium channels (CRAC) responsible for store-operated calcium entry (SOCE) in immune cells are gated by STIM family members functioning as sensors of Ca^2+^ store content in the endoplasmic reticulum. We investigated the effect of SOCE blocker BTP2 on human peripheral blood mononuclear cells (PBMC) stimulated with the mitogen phytohemagglutinin (PHA). We performed RNA sequencing (RNA-seq) to query gene expression at the whole transcriptome level and identified genes differentially expressed between PBMC activated with PHA and PBMC activated with PHA in the presence of BTP2. Among the differentially expressed genes, we prioritized genes encoding immunoregulatory proteins for validation using preamplification enhanced real time quantitative PCR assays. We performed multiparameter flow cytometry and validated by single cell analysis that BTP2 inhibits cell surface expression CD25 at the protein level. BTP2 reduced significantly PHA-induced increase in the abundance of mRNAs encoding proinflammatory proteins. Surprisingly, BTP2 did not reduce significantly PHA-induced increase in the abundance of mRNAs encoding anti-inflammatory proteins. Collectively, the molecular signature elicited by BTP2 in activated normal human PBMC appears to be tipped towards tolerance and away from inflammation.

## Introduction

Calcium (Ca^2+^) is a critical signaling molecule in many cell types including T cells and cytosolic Ca^2+^ oscillations impact gene expression[1, 2]. We previously found that the increase in intracellular Ca^2+^ in activated normal human T cells is biphasic; an immediate increase when T cells are signaled via the CD3/T cell receptor complex, and a slower and sustained increase when the T cells are signaled via the costimulatory CD2 protein[3,4]. Importantly, the biphasic Ca^2+^ mobilization was essential for the induction of transcription factors, gene expression, and proliferation of normal human T cells signaled with a synergistic combination of Anti-CD3E monoclonal antibody (mAb) and anti-CD2 mAb[3, 4]. It is established that the immediate increase in cytosolic Ca^2+^ concentration is mediated by the activation of phospholipase C, phosphatidylinositol hydrolysis, generation of inositol triphosphate 3 (IP_3_), and IP_3_ binding to its receptor on the endoplasmic reticulum (ER) and triggering the release of Ca^2+^ from the ER into the cytosol[5-8]. Depletion of Ca^2+^ from the ER stores induces the stromal interaction family members (STIM) to undergo conformational changes and cluster at the ER and plasma membrane (PM) junctions where they recruit members of the Orai1 channel family by diffusional trapping and gating them open to mediate Store Operated Calcium Entry (SOCE)[8-12]. Ca^2+^ influx through SOCE activates calcineurin, a serine-threonine phosphatase that dephosphorylates the transcription factor NFAT-1 leading to its nuclear localization and transcription of genes for T cell activation and function[13]. Emerging data also suggests that SOCE plays a signaling role in NF-kB activation[14].

A nonredundant role for the CRAC channels in-vivo is suggested by the observations that mutations in the CRAC channels are associated with both immunodeficiency and autoimmunity[15-18]. Using a floxed STIM1 hypomorph mouse model, we identified that a functional deficiency of STIM1 is associated with reduced SOCE, impaired NFAT-1 activation, and reduced inflammation[19]. In our study, a cell permeable pyrazole derivative BTP2, a potent inhibitor of CRAC channels and SOCE[20, 21], mimicked several of the effects of STIM1 deficiency in the genetic mouse model.

Existing data and emerging knowledge inspired the current study investigating the effect of BTP2 on the activation of normal human peripheral blood mononuclear cells (PBMC). We performed RNA sequencing (RNA-seq) to examine the effect of BTP2 on genome-wide gene expression in PBMC signaled with PHA. We prioritized and validated differential gene expression of a select panel of mRNAs using a preamplification enhanced real-time quantitative PCR (RT-qPCR) assay developed in our laboratory[22].

Considering the positive signaling role of cytosolic Ca^2+^, we anticipated that the blockade of SOCE with BTP2 would result in the inhibition of PHA-induced gene expression. Indeed, we found that BTP2 blocked activation induced higher expression of multiple genes including genes encoding proinflammatory proteins. Very surprisingly, we found that BTP2 did not inhibit the activation-dependent increase in the expression of mRNAs encoding anti-inflammatory proteins such as immunosuppressive cytokines TGFB1 and IL10, and negative regulators of immunity such as FOXP3 and CTLA4. The newly identified differential effects of BTP2 on activation induced gene expression patterns in normal human PBMC form the basis for this report.

## Results

### RNA-seq of human PBMC.

We isolated PBMC from peripheral venous blood collected from healthy volunteers and incubated PBMC without PHA or BTP2 (control PBMC), with BTP2, with PHA, or with PHA + BTP2 for 16 hours at 37°C in 95% air and 5% CO_2_ atmosphere. Because DMSO was used as the solvent for BTP2, DMSO was also added to control PBMC and PBMC stimulated with PHA.

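PBMC, the lymphocytes and monocytes of blood, of 4 healthy volunteers were kept for 16 hours in each of 4 conditions, which gave 16 libraries, 4 per condition, with the same 4 donors in every condition. PHA is a plant lectin that activates T cells through their surface glycoproteins and was used at 2 µg/ml, and BTP2, which blocks the entry of calcium through CRAC channels, was used at 1000 nM. Polyadenylated RNA was sequenced from both ends with a kit that does not keep the strand, and the authors aligned the reads to the human genome build GRCh37 with STAR and counted reads per gene. The deposited values are these raw counts, with no normalization. Total counts per library were 29474947 to 39677968 (median 33314658) in control PBMC, 30776791 to 33588031 (median 31719322) in PBMC + BTP2, 35450679 to 44709814 (median 40179106) in PBMC + PHA and 26564944 to 39222876 (median 35688615) in PBMC + PHA + BTP2. Genes with at least 10 counts over all libraries, 19236 in number, were scaled by TMM and tested with edgeR's quasi-likelihood test in a model with the 4 conditions and no term for donor. A gene counts as changed at an absolute log2 fold change over 1 and an adjusted p under 0.01, the thresholds of the paper, and a single named gene or a member of a gene list is called at an adjusted p under 0.05. Levels are CPM, counts scaled by TMM to a common library size, as mean ± SD over the donors. A standard error of a log2 fold change is its absolute value divided by the square root of edgeR's F statistic. Positions are those of GRCh37. The model, the thresholds and 36 lists of genes for pathways and cell types were fixed before the data were examined, and each list was tested against all other genes with camera at a preset correlation of 0.01. Each library was compared with groups of libraries, where unstimulated PBMC with or without BTP2 were taken as 1 group. Of the 16 libraries, 2 correlated best with another group: 1 labelled PBMC + BTP2 and 1 labelled PBMC + PHA + BTP2. All values are for the libraries as labelled, and a second value "without the 2 libraries", an alternative chosen after seeing the data, leaves 3 libraries in each of these 2 conditions.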

We isolated total RNA from the PBMC and performed RNA-seq to identify gene expression patterns at the whole transcriptome level (Fig. 1a). Prior to differential gene expression analysis, RNA-seq data was processed to obtain the gene expression count data for individual samples (Supplementary Fig. 1a and 1b). These counts were then normalized to total counts, corrected for batch effects, and used for hierarchical clustering based on the Pearson correlation between samples (Supplementary Fig. 1c).

Cluster analysis of RNA sequencing data revealed three distinct groups of samples. PBMC incubated alone and PBMC incubated with BTP2 formed one cluster, PBMC incubated with PHA alone formed another cluster, and the third cluster was formed by PBMC incubated with both PHA and BTP2 (Fig. 1b). 

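Libraries differed most by PHA. Across genes, variance-stabilized counts of control PBMC and PBMC + PHA of different donors had a mean Pearson r of 0.923, against 0.982 within control PBMC and 0.985 within PBMC + PHA. Genes are not independent replicates, so these correlations are given without a p. PBMC + BTP2 had a mean r of 0.973 with control PBMC, and of 0.983 without the 2 libraries. Within PBMC + BTP2 the mean r was 0.963 as labelled and 0.985 when the 2 libraries were left out, and within PBMC + PHA + BTP2 it was 0.96 and 0.983. An average-linkage tree was divided into 3 clusters and set beside the 3 groups of unstimulated PBMC with or without BTP2, PBMC + PHA, and PBMC + PHA + BTP2. As labelled, 1 cluster held libraries of 1 group alone, and without the 2 libraries all 3 clusters did.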

Notably, samples obtained from the four different healthy volunteers formed clusters based on experimental conditions and there were no clusters based on individual volunteers indicating that the source of PBMC has a minimal, if any, impact. 

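Donors left a measurable mark within the conditions. Once the mean of each condition was subtracted, control PBMC and PBMC + PHA of the same donor had correlations of 0.3 to 0.444 across genes, and 4 of 4 libraries were closest to that of their own donor. For control PBMC and PBMC + BTP2 the correlations were 0.09 to 0.537 as labelled, with 3 of 4 libraries closest to their own donor, and 0.432 to 0.698 without the 2 libraries, with 3 of 3. The spread between donors was wide for some induced cytokines and narrower for other induced genes. IL12B, which encodes a subunit of the IL-12 family, stood at 66.9 ± 112 CPM in PBMC + PHA (SD, n = 4), and IL6, the fever and acute-phase cytokine, at 256 ± 89.9 CPM. NCL, which encodes the nucleolar protein nucleolin, stood at 2630 ± 239 CPM in the same 4 libraries.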

We employed Principal Component Analysis (PCA) as a means of dimensionality reduction and visualized the data on the first two principal components. PC1 explained 89% of the variance and PC2 5% of the variance, and we observed three groups consistent with the hierarchical clustering results (Fig. 1c). It is evident that PCA analysis shows clear separation based on experimental conditions and not based on individual healthy volunteers. 

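With the 500 most variable genes and no batch correction, the first component held 77.5% and the second 6.93% of the variance. With donor removed as a batch the shares were 88.3% and 5.25%. Without the 2 libraries the first component held 76% and the second 7.89%, or 87.9% and 5.73% with donor removed.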

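On the first component, control PBMC lay between -46.4 and -29.4 and PBMC + PHA between 43.7 and 45.4, with no overlap over the 4 donors. The libraries labelled PBMC + BTP2 ranged from -39.8 to 36.8 and those labelled PBMC + PHA + BTP2 from -44.4 to 35.1, so that each of these conditions had a library on either side. In the analysis of 14 libraries, with the 2 libraries left out, PBMC + BTP2 ranged from -40.8 to -34.7 and PBMC + PHA + BTP2 from 26.6 to 34.1, while control PBMC ranged from -46.3 to -30.5 and PBMC + PHA from 43.7 to 46. On the second component of that analysis PBMC + PHA + BTP2 lay at 2.62 to 27.8 and PBMC + PHA at -21 to 0.392.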

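Few genes of resting PBMC passed a test with BTP2 alone, given at 1000 nM for 16 hours. As labelled, edgeR called 0 genes higher and 0 lower in PBMC + BTP2 than in control PBMC, with 345 genes at an unadjusted p under 0.05, and 0 members of the 36 gene lists passed the test. DESeq2 called 1 gene higher, IL9, a cytokine of T cells and mast cells with 0 counts in control PBMC and 5.44 ± 10.9 CPM in PBMC + BTP2 (SD, n = 4), or 0 counts there without the 2 libraries. Leaving out the 2 libraries, edgeR again called 0 higher and 0 lower (274 at an unadjusted p under 0.05), and DESeq2 called 1 lower, CCL24, a chemokine of eosinophils. With donor as a block and the 2 libraries left out, edgeR called 2 genes lower: CCL24, at a log2 fold change of -2.73 (standard error 0.30, adjusted p = 0.00743 from edgeR), and KREMEN1, a receptor that dampens Wnt signaling, at -3.65 (standard error 0.34, adjusted p = 0.00257 from edgeR). IL9, CCL24 and KREMEN1 were named after their values had been seen. The library labelled PBMC + BTP2 that is 1 of the 2 sets the spread of genes of activated T cells: IL2RA, the gene of the receptor chain CD25, stood at 173 ± 333 CPM in PBMC + BTP2 as labelled and 6.85 ± 2.04 CPM in the 3 other libraries (SD). In the paper's RT-qPCR, IL2RA and the chemokine gene CXCL9 were lower with BTP2 alone than in control PBMC. At these group sizes, edgeR recovered 64% of genes simulated with a 4-fold change between control PBMC and PBMC + BTP2, or 76% without the 2 libraries, and 8% and 20% of those with a 2-fold change. A 2-fold change lies on the fold threshold for a call, so many such genes are missed whatever the sensitivity.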

PBMC incubated alone (control) and PBMC incubated with BTP2 showed minimal variation and clustered together suggesting that BTP2 alone has minimal impact on unstimulated PBMC. On the other hand, PBMC stimulated with PHA clustered separately from resting PBMC and from PBMC activated with PHA in the presence of BTP2.

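Cells given PHA together with BTP2 can be set beside resting PBMC as well as beside PBMC + PHA. The mean r across genes was 0.953 between PBMC + PHA and PBMC + PHA + BTP2 (0.965 without the 2 libraries) and 0.954 between control PBMC and PBMC + PHA + BTP2 (0.946 without them). As labelled, edgeR called 0 genes higher and 0 lower in PBMC + PHA + BTP2 than in control PBMC, 3763 genes had an unadjusted p under 0.05, and DESeq2 called 142 higher and 4 lower. With 3 libraries of PBMC + PHA + BTP2, edgeR called 1351 genes higher and 1393 lower, counts that depend on the choice of the library left out, since it was left out for lying with unstimulated PBMC. CTLA4, the inhibitory receptor of activated T cells, stood at 14.8 ± 4.14 CPM in control PBMC (SD, n = 4), and IL6 at 2.77 ± 2.46 CPM, against 578 ± 454 CPM for IL6 in PBMC + PHA + BTP2 and 763 ± 285 CPM in the 3 libraries left.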

### Differential gene expression analysis.

To comprehensively identify gene expression changes induced by PHA, we compared PHA-treated PBMC to control PBMC using differential gene expression analysis (DGEA). DGEA revealed a significant increase in the expression of 2883 genes (two-tailed Wald test, log fold-change > 1.0 and adjusted p-value < 0.01) and a significant decrease in the expression of 3172 genes following PHA treatment (two-sided Wald test, log fold-change < −1.0 and adjusted p-value < 0.01) (Fig. 1d). 

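PHA raised 2170 and lowered 2249 of the 19236 genes tested in PBMC + PHA compared with control PBMC, and 2914 and 3035 without the 2 libraries, which share 2170 and 2227 genes with the first lists. The genes that fell most included genes of monocytes and granulocytes. FCN1, which encodes the monocyte lectin ficolin-1 (chromosome 9 from 137795078 to 137809758), stood at 797 ± 85.7 CPM in control PBMC and 1.84 ± 0.695 CPM in PBMC + PHA (SD, n = 4), a log2 fold change of -8.75 (standard error 1.81, adjusted p = 0.0016 from edgeR). CAMP, the antimicrobial peptide cathelicidin of granulocytes (chromosome 3 from 48264837 to 48266981), had a log2 fold change of -8.81 (standard error 1.83, adjusted p = 0.00163 from edgeR), and CRISP3, CLEC10A, CACNA1I, GPNMB, C12orf42, LGR6 and KRT73 lay between -8.03 and -6.71. OLFM1, which completes the 10 genes that fell most, was close to absent in PBMC + PHA, at 0.0199 ± 0.0133 CPM against 5.46 ± 2.86 CPM in control PBMC. Of 14 monocyte markers 0 were higher and 12 lower (12 lower when adjusted over the list alone). The list had a median log2 fold change of -3.24 and a camera adjusted p of 7.63e-05 (adjusted p = 0.405 with an estimated correlation). LYZ, the lysozyme gene of monocytes and granulocytes, fell from 2101 ± 1390 to 104 ± 30.5 CPM, and CD14, the monocyte receptor for lipopolysaccharide, had a log2 fold change of -3.30 (standard error 0.89, adjusted p = 0.00754 from edgeR). Of 10 granulocyte markers 7 were lower (8 when adjusted over the list alone). Together they had a camera adjusted p of 0.00362 (adjusted p = 0.405 with an estimated correlation). Of 10 genes of HLA class II antigen presentation 9 were lower (9 when adjusted over the list alone). Camera gave this list an adjusted p of 0.000715 (adjusted p = 0.405 with an estimated correlation). HLA-DMB, which loads peptides onto class II molecules, had a log2 fold change of -2.91 (standard error 0.41, adjusted p = 0.000332 from edgeR). Of 12 genes of naive and resting T cells 1 was higher and 5 were lower (1 and 5 when adjusted over the list alone), among them PIK3IP1, an inhibitor of PI3 kinase, at -4.19 (standard error 0.60, adjusted p = 0.000344 from edgeR), and TCF7, a transcription factor of naive T cells, at -2.82 (standard error 0.60, adjusted p = 0.00189 from edgeR). These genes had a camera adjusted p of 0.0457 (adjusted p = 0.466 with an estimated correlation), and an adjusted p of 0.0703 with donor as a block. Of the changed genes 49.1% were higher with TMM scaling, 35.1% with library size only and 36.9% with upper quartile scaling, as these scalings moved the median log2 fold change of all genes from -0.08 to -0.34 and -0.29. Leaving a whole donor out of every condition gave between 0 and 2631 genes higher and between 0 and 2717 lower, with the highest counts for the donor of the 2 libraries. Neither of the 2 libraries is of control PBMC or PBMC + PHA, so they act here only through the fit shared by the 4 conditions. With only the 2 conditions compared, 2761 genes were higher and 2865 lower.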

Analysis of the DGEA results revealed that the largest increase in expression was observed for genes involved in T cell proliferation, T and B cell differentiation, and genes encoding cytokines and chemokines involved in chemoattraction of T and B cells. 

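The genes that rose most included cytokines and chemokines. IL17F, a cytokine of Th17 cells (chromosome 6 from 52101479 to 52110487), stood at 0.0575 ± 0.041 CPM in control PBMC and 101 ± 63 CPM in PBMC + PHA (SD, n = 4), a log2 fold change of 10.62 (standard error 2.55, adjusted p = 0.00382 from edgeR). CCL19, a chemokine that draws CCR7-bearing T and B cells, had a log2 fold change of 8.09 (standard error 1.98, adjusted p = 0.00432 from edgeR), and CCL8, a chemokine of monocytes and T cells, of 8.09 (standard error 2.23, adjusted p = 0.00855 from edgeR). LIF, a cytokine of the IL-6 family made by activated T cells (chromosome 22 from 30636442 to 30642748), rose by 7.53 on the log2 scale (standard error 1.51, adjusted p = 0.00135 from edgeR), and MT1M, a metallothionein, SLC6A9, a glycine transporter, and IRG1, which makes itaconate in myeloid cells, rose by 6.85, 6.79 and 7.78. SERPINB7, a serine protease inhibitor among the same 10 genes, was close to absent in control PBMC at 0.00632 ± 0.0126 CPM, against 10.8 ± 12.1 CPM in PBMC + PHA. Of 19 T cell cytokines 17 were higher and 0 lower (19 higher when adjusted over the list alone), with LTA, lymphotoxin alpha, at 5.15 (standard error 0.90, adjusted p = 0.000671 from edgeR). Their median log2 fold change was 5.26, with a camera adjusted p of 4.87e-07 (adjusted p = 0.405 with an estimated correlation). Of 12 cytokines of monocytes 9 were higher (10 when adjusted over the list alone), IL12B and IL6 among them with log2 fold changes of 9.32 and 6.53. As a list they had a camera adjusted p of 0.00185 (adjusted p = 0.466 with an estimated correlation). Of 24 other chemokines 10 were higher and 1 was lower (12 and 1 when adjusted over the list alone). The list had a camera adjusted p of 0.00362 (adjusted p = 0.525 with an estimated correlation). Of the genes of cell growth and division, 31 of 32 rose for DNA replication, 19 of 24 for mitosis, 20 of 20 for ribosome biogenesis, 16 of 20 for cholesterol synthesis, 8 of 10 for serine and one-carbon metabolism and 15 of 22 for glycolysis. In the same order 31, 19, 20, 17, 8 and 15 rose when adjusted over the list alone. The camera adjusted p was 1.71e-17 for DNA replication, 1.29e-07 for mitosis and 1.96e-11 for ribosome biogenesis. It was 5.79e-06 for cholesterol synthesis, 0.000118 for serine and one-carbon metabolism and 5.11e-05 for glycolysis, from the same test. With an estimated correlation the adjusted p from camera was 0.299 for DNA replication and mitosis, 0.405 for ribosome biogenesis, serine metabolism and glycolysis, and 0.466 for cholesterol synthesis. PCNA, the sliding clamp of DNA polymerases, had a log2 fold change of 3.22 (standard error 0.39, adjusted p = 0.000184 from edgeR), HMGCS1, an enzyme of the mevalonate pathway, of 3.36 (standard error 0.81, adjusted p = 0.00387 from edgeR), and PSAT1, an enzyme of serine synthesis, of 5.01 (standard error 1.09, adjusted p = 0.00215 from edgeR). MKI67, the gene of the division marker Ki-67, stood at 2.71 ± 1.32 CPM in control PBMC and 3.06 ± 1.78 CPM with PHA. Its log2 fold change was 0.18 (standard error 0.44, adjusted p = 0.764 from edgeR), and the sign turned under library size only and upper quartile scaling.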

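In PBMC + PHA 65 genes had a log2 fold change over 5 at an adjusted p under 0.01 from edgeR, and 96 did without the 2 libraries. Among these 65 genes were 6 of the T cell cytokines, IFNG, IL17F, IL2, IL21, LIF and LTA (Fisher's exact test against 18169 genes that could have passed, adjusted over the lists, p = 1.56e-09). They also held the chemokines CCL17, CCL19 and CCL8 (adjusted p = 0.00151 from the same exact test) and CDC45, CDC6 and MCM10, which license and start DNA replication (adjusted p = 0.00241). From the same exact test the adjusted p was 0.00862 for the receptor genes IL12RB2 and IL23R of helper T cell subsets and 0.0105 for IL2RA and TNFRSF9 of regulatory T cells. TNFRSF9, also called 4-1BB, had a log2 fold change of 5.93 (standard error 1.50, adjusted p = 0.00522 from edgeR), and IL12RB2, a chain of the IL-12 receptor, of 5.48 (standard error 1.12, adjusted p = 0.00156 from edgeR). Of 19 genes of IL2 and JAK-STAT signaling, 12 were higher and 1 was lower with PHA (14 and 1 when adjusted over the list alone). Together they had a camera adjusted p of 0.00233 (adjusted p = 0.466 with an estimated correlation), with CISH, which dampens STAT5 signaling, at 3.59 (standard error 0.89, adjusted p = 0.00472 from edgeR). IL21, a cytokine of follicular helper T cells, was close to absent in control PBMC at 0.00593 ± 0.0118 CPM and stood at 4.91 ± 2.37 CPM in PBMC + PHA (SD, n = 4).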

A gene ontology enrichment analysis on the panel of 81 genes most upregulated (two-sided Wald test, log2 fold-change > 5.0 and adjusted p-value < 0.01) in PHA-activated PBMC revealed an enrichment of ontology terms related to the positive regulation of receptor signaling pathway via the JAK-STAT pathway, the STAT pathway including positive regulation of tyrosine phosphorylation of STAT protein, positive regulation of cytokine expression, myeloid leukocyte differentiation, and alpha-beta T cell activation and differentiation in immune responses (Fig. 1e).

Supplementary Table S1 lists base mean counts of all genes from RNA-seq data and log2 fold changes based on comparisons of gene expression in PBMC stimulated with PHA vs. gene expression in control PBMC, and adjusted P values. All mRNAs specified in the Results section are highlighted yellow in Supplementary Table S1.

To identify the impact of BTP2 on PBMC activation with PHA, we performed DGEA of PBMC incubated with PHA + BTP2 and PBMC incubated with PHA. 

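In PHA-stimulated PBMC, BTP2 raised 365 and lowered 552 genes (edgeR), and without the 2 libraries it raised 615 and lowered 954, which share 319 and 505 genes with the first lists. The genes lowered most included genes of DNA synthesis. CDC45, a part of the helicase that opens DNA for replication (chromosome 22 from 19466980 to 19508135), stood at 20.3 ± 7.23 CPM in PBMC + PHA and 0.698 ± 0.372 CPM in PBMC + PHA + BTP2 (SD, n = 4), a log2 fold change of -4.86 (standard error 0.62, adjusted p = 0.000383 from edgeR). CDC25A, the phosphatase that starts S phase, had a log2 fold change of -4.65 (standard error 0.75, adjusted p = 0.0015 from edgeR), and F5, coagulation factor V, of -4.45 (standard error 0.54, adjusted p = 0.000297 from edgeR). The log2 fold change lay between -5.09 and -4.02 for NPW, a neuropeptide, DTL, MCM10, CDT1 and GINS2 of DNA replication, TERT, the catalytic subunit of telomerase, and C16orf59. Among the genes raised most, PID1 (chromosome 2 from 229715242 to 230136003) stood at 0.769 ± 0.227 CPM in PBMC + PHA and 32.6 ± 21.9 CPM with BTP2, a log2 fold change of 5.39 (standard error 0.77, adjusted p = 0.000778 from edgeR). ZNF683, a transcription factor of resident memory T cells also called Hobit, had a log2 fold change of 4.84 (standard error 1.02, adjusted p = 0.00616 from edgeR), and MAML3, a coactivator of Notch signaling, of 3.68 (standard error 0.46, adjusted p = 0.000356 from edgeR). LGR6, FPR3, CYP27A1, CPVL, CD101, SPON2 and CTSF lay between 5.23 and 3.51, and without the 2 libraries CTSF, a lysosomal protease, was at 1.90 and CYP27A1, a sterol hydroxylase, at 3.12. With donor as a block, 590 genes were higher and 720 lower, and DESeq2 called 1083 higher and 962 lower. Leaving out whole donors gave 0 to 538 higher and 0 to 733 lower, with the highest counts for the donor of the 2 libraries, and leaving out single libraries gave 87 to 401 higher and 164 to 382 lower.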

DGEA revealed that the impact of BTP2 on PHA-induced gene expression was not monotonic and that both a significant increase in the expression of 745 genes (two-tailed Wald test, log2 fold-change > 1.0 and adjusted p-value < 0.01) and a significant decrease in the expression of 723 genes in the PBMC treated with both PHA and BTP2 (two-sided Wald test, log2 fold-change < −1.0 and adjusted p-value < 0.01) were identified (Fig. 1f). Analysis of the DGEA results revealed that out of 2883 genes which were significantly upregulated in PHA activated cells and 623 genes were significantly downregulated in cells treated with both PHA and BTP2 (two-sided Wald test, log fold-change < −1.0 and adjusted p-value < 0.01). 

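Of the 2170 genes raised by PHA, 515 were lowered by BTP2, which is 93.3% of the 552 genes lowered by BTP2 in PHA-stimulated PBMC. Independent lists of these sizes would share 62.3 genes. Both comparisons use the PBMC + PHA libraries, so part of the overlap can come from them. With the PBMC + PHA libraries divided between the comparisons, 2 to each, the overlap was 57 to 196 genes (median 91 over 6 divisions), against 5.01 to 13.3 for independent lists of those sizes. The shared genes numbered 842 without the 2 libraries, 88.3% of those lowered, with 146 for independent lists and 431 to 861 with the divided libraries (65.5 to 149 for independent lists). PCNA rose with PHA and stood at -2.41 on the log2 scale with BTP2 (standard error 0.38, adjusted p = 0.00117 from edgeR), and LTA at -3.48 (standard error 0.83, adjusted p = 0.0111 from edgeR). CISH was at -2.67 (standard error 0.86, adjusted p = 0.0399 from edgeR), and at an adjusted p of 0.0529 with donor as a block. Leaving out a donor or a library ended the call of CISH in 10 of 12 fits. In the other direction 323 genes lowered by PHA were raised by BTP2, 88.5% of the genes it raised, against 42.7 for independent lists. With divided libraries 10 to 48 were, against 0.53 to 1.43. Without the 2 libraries the shared genes of this direction numbered 474, 77.1% of those raised, against 97.7 for independent lists. They numbered 158 to 332 with divided libraries in that setting, against 26.5 to 65.6. Over all 19236 genes the covariance of the PHA and BTP2 log2 fold changes was -1.4, against -0.206 simulated for the shared libraries with no effect, and -0.909 against -0.147 without the 2 libraries. The correlation was -0.779, against -0.498 simulated, and without the 2 libraries it was close to the simulated value, at -0.562 against -0.453. The shared libraries give a negative correlation even with no effect, so its size does not tell how much of the reversal comes from them.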

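Among the genes that BTP2 lowered in PHA-stimulated PBMC were most of those for DNA replication and mitosis. Of 32 genes of DNA replication 30 were lower and 0 higher (30 lower when adjusted over the list alone), with CDC6, which loads the replicative helicase, at -3.39 (standard error 0.62, adjusted p = 0.00299 from edgeR). Camera gave this list an adjusted p of 1.83e-28 (adjusted p = 0.0488 with an estimated correlation), at a median log2 fold change of -1.86. Of 24 genes of mitosis 18 were lower (20 when adjusted over the list alone), with CDC20, an activator of anaphase, at -3.93 (standard error 0.50, adjusted p = 0.000383 from edgeR) and MKI67 at -0.10 (standard error 0.44, adjusted p = 0.907 from edgeR). These genes had a camera adjusted p of 1.31e-14, or adjusted p = 0.076 with an estimated correlation and without the 2 libraries. Of 17 genes of the G1/S transition 8 were lower and 1 was higher (9 and 3 when adjusted over the list alone). Their camera adjusted p was 0.00329 (adjusted p = 0.303 with an estimated correlation). Of 20 genes of ribosome biogenesis 18 were lower (20 when adjusted over the list alone), with NCL at -1.54 (standard error 0.35, adjusted p = 0.00907 from edgeR). As a list they had a camera adjusted p of 1.54e-12 (adjusted p = 0.424 with an estimated correlation). Of 10 genes of serine and one-carbon metabolism 5 were lower (7 when adjusted over the list alone), and 9 without the 2 libraries. The list had a camera adjusted p of 0.000133 (adjusted p = 0.303 with an estimated correlation). PSAT1 had a log2 fold change of -2.22 (standard error 0.96, adjusted p = 0.117 from edgeR), with an adjusted p of 0.0403 from DESeq2 and of 0.0183 from edgeR with only the 2 conditions compared, and of -1.89 (standard error 0.32, adjusted p = 0.00069 from edgeR) without the 2 libraries. Of 22 genes of glycolysis 9 were lower and 1 was higher (10 and 2 when adjusted over the list alone). Together they had a camera adjusted p of 0.000306 (adjusted p = 0.462 with an estimated correlation). Of 19 T cell cytokines 4 were lower and 0 higher (4 lower when adjusted over the list alone), and 6 lower and 1 higher without the 2 libraries, or 2 lower with donor as a block. Camera gave this list an adjusted p of 0.000278 (adjusted p = 0.604 with an estimated correlation). LIF was at -4.30 (standard error 1.28, adjusted p = 0.0296 from edgeR), and at an adjusted p of 0.0506 with donor as a block. Its call was also lost in 8 of 12 fits with a donor or a library left out. Of 13 genes of helper T cell subsets 0 passed the test (0 when adjusted over the list alone, camera adjusted p = 0.246). With donor as a block 1 of them was higher and 4 lower, and without the 2 libraries 3 and 4 were, with IL12RB2 at -2.31 (standard error 0.31, adjusted p = 0.000139 from edgeR). As labelled IL12RB2 had an adjusted p of 0.0143 from DESeq2 and of 0.0099 from edgeR with only the 2 conditions compared.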

The downregulated genes include the genes involved in T cell proliferation and differentiation such as IL2 and IL2RA (CD25). 

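Of the 65 genes raised by PHA more than 32-fold, 7 were lowered by BTP2 and 0 were raised, and of the 96 without the 2 libraries 26 were lowered and 1 was raised. The 7 genes held CDC45, CDC6 and MCM10 of DNA replication (Fisher's exact test adjusted over the lists, p = 6.23e-06). The 26 genes also held IL2, IL21, LIF and LTA of the T cell cytokines (adjusted p = 4.64e-07 from the same exact test) and IL2RA and TNFRSF9 of regulatory T cells (adjusted p = 0.00283). These tests set the genes against all that could have passed, so they reflect the choice by PHA and cannot tell whether BTP2 had a preference among the genes so chosen. The 96 genes already held 11 T cell cytokines and 2 regulatory T cell genes, and the 65 genes held 3 of DNA replication. TNFRSF9 stood at 346 ± 55.7 CPM in PBMC + PHA and 58.1 ± 36.2 CPM with BTP2 (SD, n = 4), a log2 fold change of -2.57 (standard error 1.28, adjusted p = 0.172 from edgeR), at an adjusted p of 0.0316 with only the 2 conditions compared, or of -2.20 (standard error 0.41, adjusted p = 0.00145 from edgeR) without the 2 libraries. Of 19 genes of IL2 and JAK-STAT signaling, 1 was higher and 1 lower with BTP2 (1 and 0 when adjusted over the list alone), and 2 were higher and 4 lower without the 2 libraries. These genes had a camera adjusted p of 0.387. JAK1, the kinase shared by many cytokine receptors, was the one that rose, at 1.11 (standard error 0.18, adjusted p = 0.00145 from edgeR). STAT5A, a transcription factor that acts downstream of IL2, was at -0.97 (standard error 0.37, adjusted p = 0.0756 from edgeR), with an adjusted p of 0.0458 from DESeq2 and of 0.0362 from edgeR with only the 2 conditions compared, and at -0.78 (standard error 0.19, adjusted p = 0.00747 from edgeR) when the 2 libraries were left out. Of 17 genes of the interferon gamma response 1 was higher and 0 lower (1 higher when adjusted over the list alone, camera adjusted p = 0.387).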

A gene ontology enrichment analysis on the genes most upregulated (log fold-change > 5.0) in PHA-activated cells but downregulated (log fold-change < −1.0) on BTP2 treatment of PHA-activated PBMC revealed an enrichment of ontology terms related to the regulation of regulatory T cell differentiation and down regulation of interferon gamma and JAK-STAT signaling pathways upregulated in PBMC stimulated with PHA (Fig. 1g). Collectively, these results suggest that BTP2 can positively impact regulatory T cell differentiation and suppress T cell proliferation. 

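In PHA-stimulated PBMC, 0 of 16 regulatory T cell genes passed the test with BTP2 (0 when adjusted over the list alone), and without the 2 libraries 1 was higher and 3 were lower. Their median log2 fold change was -0.04, with a camera adjusted p of 0.387. With PHA alone, 8 of these genes had been higher than in control PBMC and 0 lower (9 higher when adjusted over the list alone). As a list they had a camera adjusted p of 0.0106 (adjusted p = 0.482 with an estimated correlation). TNFRSF4, also called OX40, stood at 337 ± 72.5 CPM in PBMC + PHA and 188 ± 130.4 CPM with BTP2 (SD, n = 4), a log2 fold change of -0.84 (standard error 0.99, adjusted p = 0.592 from edgeR). Of 13 T cell markers 2 were higher and 1 was lower with BTP2 (2 and 1 when adjusted over the list alone, camera adjusted p = 0.387). IL17F was at -1.82 (standard error 1.60, adjusted p = 0.454 from edgeR).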

Importantly, our analysis identified that the impact of BTP2 on gene expression in stimulated PBMC is not unidirectional, and an almost equal number of genes were upregulated and downregulated by BTP2 in PBMC signaled with PHA.

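BTP2 raised genes of the myeloid and antigen-presenting cells in PHA-stimulated PBMC. Of 10 genes of HLA class II antigen presentation 8 were higher and 0 lower (9 higher when adjusted over the list alone), with HLA-DMB at 1.80 (standard error 0.40, adjusted p = 0.00745 from edgeR). The list had a median log2 fold change of 0.95 and a camera adjusted p of 0.000133 (adjusted p = 0.424 with an estimated correlation). Of 14 monocyte markers 10 were higher and 0 lower (14 higher when adjusted over the list alone), with CD14 at 2.90 (standard error 0.87, adjusted p = 0.0308 from edgeR) and CD68, a lysosomal protein of macrophages, at 1.35 (standard error 0.26, adjusted p = 0.00427 from edgeR). Together they had a median log2 fold change of 2.37 and a camera adjusted p of 0.000133 (adjusted p = 0.424 with an estimated correlation). The call of CD14 was lost with only the 2 conditions compared (adjusted p = 0.0688 from edgeR) and in 9 of 12 fits with a donor or a library left out. FCN1 was at 6.61 (standard error 1.65, adjusted p = 0.0134 from edgeR), at an adjusted p of 0.093 with donor as a block, and at 2.24 (standard error 0.26, adjusted p = 6.16e-05 from edgeR) without the 2 libraries. The out-of-place library labelled PBMC + PHA + BTP2 lay with unstimulated PBMC, where monocyte and HLA class II genes were higher. It can therefore raise the medians of these lists as labelled. Without the 2 libraries CD14 was at 2.81 (adjusted p = 0.0221 from edgeR), and both lists kept a camera adjusted p under 0.05. Of 10 granulocyte markers 6 were higher (8 when adjusted over the list alone), and 4 without the 2 libraries. Camera gave this list an adjusted p of 0.00274 (adjusted p = 0.429 with an estimated correlation). Of 12 B cell markers 2 were higher (2 when adjusted over the list alone), and 6 without the 2 libraries or with donor as a block, with FCRL1, an Fc receptor-like protein of B cells, at 2.71 (standard error 0.53, adjusted p = 0.00429 from edgeR). These genes had a camera adjusted p of 0.0416 (adjusted p = 0.673 with an estimated correlation). Of the genes changed by BTP2 39.8% were higher with TMM scaling, 48.3% with upper quartile scaling and 53.0% with DESeq2.

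**Figure D1:**
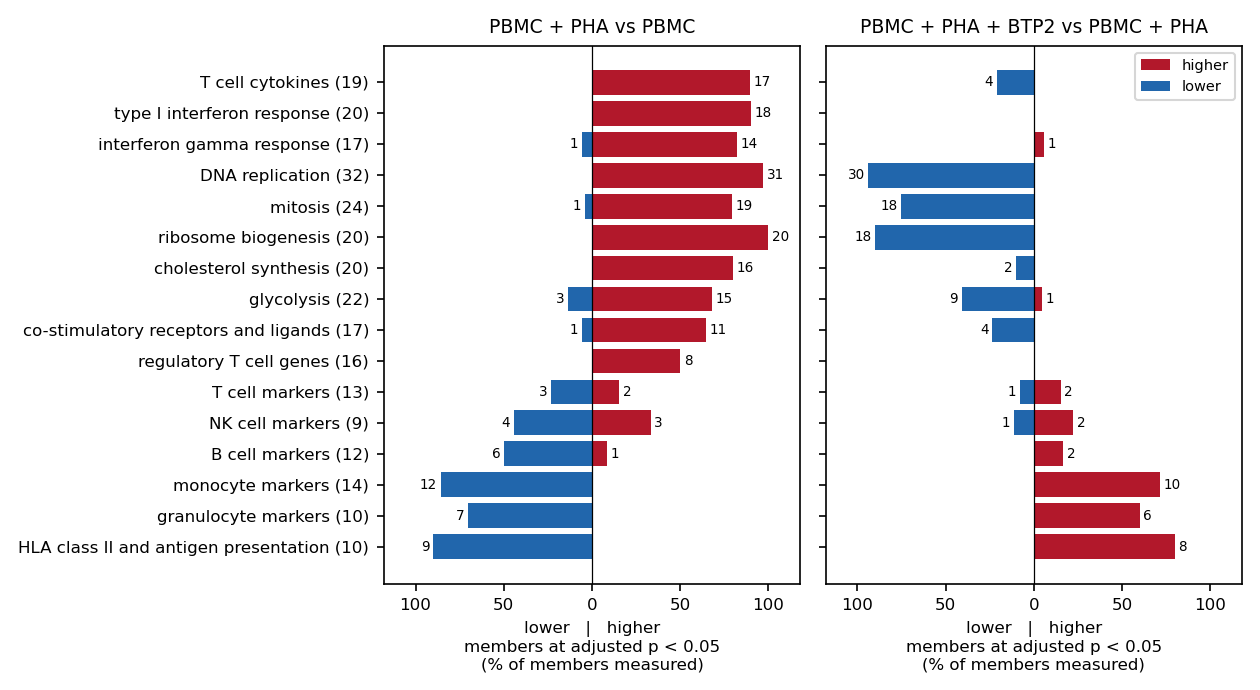
Share of the measured members of gene lists, in percent, that were higher or lower at an adjusted p under 0.05 from edgeR, with PHA against control PBMC and with BTP2 in PHA-stimulated PBMC, for the 16 libraries as labelled. Each bar is 1 list and the counts of members stand beside it: DNA replication has 31 of 32 members higher with PHA and 30 of 32 lower with BTP2, and monocyte markers have 12 of 14 lower with PHA and 10 of 14 higher with BTP2.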

Supplementary Table S2 lists base mean counts of all genes from RNA-seq data and log2 fold changes based on comparisons of gene expression in PBMC stimulated with PHA + BTP2 vs. gene expression in PBMC + PHA, and adjusted P values. All mRNAs specified in the Results section are highlighted yellow in Supplementary Table S2.

### Impact of BTP2 on mRNAs encoding CRAC channel proteins.

We investigated the effect of PHA on the expression of mRNAs encoding CRAC proteins in PBMC and the impact of BTP2 on PHA-induced alterations in mRNA counts (Fig. 1h).

PHA activation of PBMC decreased the relative counts of STIM1 mRNA (log2fc= −0.82, Adjusted P = 2.06E-17) (Supplementary Table S1) and BTP2 reversed PHA-induced decrease (log2fc= 0.55, Adjusted P = 1.76E-7) (Supplementary Table S2). 

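STIM1 encodes the sensor of calcium in the endoplasmic reticulum that opens CRAC channels and lies on chromosome 11 from 3875757 to 4114440. It stood at 130.5 ± 7.98 CPM in control PBMC (SD, n = 4), 73.2 ± 4.79 CPM in PBMC + PHA and 116 ± 11.9 CPM in PBMC + PHA + BTP2. PHA lowered it in 4 of 4 donors, with a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.000585 from edgeR), and BTP2 raised it in 4 of 4 donors of PHA-stimulated PBMC, by 0.66 (standard error 0.14, adjusted p = 0.00636 from edgeR).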

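STIM2, another sensor of calcium in the endoplasmic reticulum, lies on chromosome 4 from 26859223 to 27027003. It fell with PHA from 75 ± 9.84 to 53.9 ± 9.73 CPM (SD, n = 4) in 4 of 4 donors, at a log2 fold change of -0.48 (standard error 0.16, adjusted p = 0.0215 from edgeR). With BTP2 in addition it stood at 77.8 ± 8.05 CPM, higher in 4 of 4 donors, at a log2 fold change of 0.53 (standard error 0.16, adjusted p = 0.0286 from edgeR). The call with BTP2 was lost with only the 2 conditions compared (adjusted p = 0.0538 from edgeR) and in 8 of 12 fits with a donor or a library left out. The call with PHA was lost in 6 of 12 such fits.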

STIM2 mRNA count was also reduced by PHA activation (log2fc= −0.46, Adjusted P = 0.004) (Supplementary Table S1) and reversed by BTP2 (log2fc = 0.53, Adjusted P = 0.002) (Supplementary Table S2). Statistical analysis showed no significant effect on ORAI1 mRNA counts by either PHA activation (log2fc = 0.29, Adjusted P = 0.173) (Supplementary Table S1) or by the addition of BTP2 to PHA activated PBMC (log2fc= −0.30, Adjusted P = 0.24) (Supplementary Table S2). In contrast, significant reductions in the counts of ORAI2 mRNA (log2fc= −1.06, Adjusted P = 3.56E-09) (Supplementary Table S1) and ORAI3 mRNA (log2fc −1.56, Adjusted P = 2.78E-09) (Supplementary Table S1) were identified with PHA activation and BTP2 significantly reversed PHA-induced decrease in ORAI2 mRNA count (log2fc 0.82, Adjusted P = 4.16E-05) (Supplementary Table S2) and partially reversed PHA-induced decrease in ORAI3 mRNA count (log2fc = 0.49, Adjusted P = 0.15) (Supplementary Table S2). 

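ORAI1 encodes the pore-forming subunit of the CRAC channel and lies on chromosome 12 from 122064414 to 122081124. It did not pass the test in either comparison. Its level was 75.7 ± 8.39 CPM in control PBMC, 93 ± 24.9 CPM in PBMC + PHA and 73.8 ± 9.95 CPM in PBMC + PHA + BTP2 (SD, n = 4). ORAI1 had a log2 fold change of 0.30 (standard error 0.19, adjusted p = 0.204 from edgeR) with PHA, with 3 of 4 donors higher, and of -0.33 (standard error 0.19, adjusted p = 0.226 from edgeR) with BTP2 in PHA-stimulated PBMC, with 0 of 4 donors higher.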

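ORAI2 (chromosome 7 from 102073553 to 102097272) and ORAI3 (chromosome 16 from 30960389 to 30967782) encode further subunits that form CRAC channels. Both fell with PHA in 4 of 4 donors, ORAI2 from 197 ± 39.7 to 92.8 ± 11.4 CPM (SD, n = 4), a log2 fold change of -1.09 (standard error 0.18, adjusted p = 0.000537 from edgeR), and ORAI3 from 20.3 ± 6.51 to 6.66 ± 0.388 CPM, at a log2 fold change of -1.61 (standard error 0.39, adjusted p = 0.00384 from edgeR). With BTP2 in addition ORAI2 stood at 164 ± 24.9 CPM, a rise in 4 of 4 donors at a log2 fold change of 0.82 (standard error 0.18, adjusted p = 0.00694 from edgeR). ORAI3 stood at 14.8 ± 10.4 CPM, with 4 of 4 donors higher and a log2 fold change of 1.16 (standard error 0.38, adjusted p = 0.0452 from edgeR). That call rests on 1 of the 2 libraries: without them the log2 fold change was 0.53 (standard error 0.22, adjusted p = 0.0972 from edgeR), and with donor as a block the adjusted p from edgeR was 0.0637 as labelled and 0.0196 without the 2 libraries. The rise also missed the test with only the 2 conditions compared, at an adjusted p of 0.0777 from edgeR, and in 9 of 12 fits with a donor or a library left out.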

Altogether, we identified that BTP2 reverses PHA-induced decrease in the expression of mRNAs for STIM1, STIM2, ORAI2, and ORAI3 proteins but neither PHA nor BTP2 has a significant effect on the expression of mRNA for ORAI1.

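Of the 5 subunits and sensors of the CRAC channel, STIM1, STIM2, ORAI2 and ORAI3 fell with PHA and 0 rose (4 lower when adjusted over the list alone). Their median log2 fold change was -0.83, with a camera adjusted p of 0.049 (adjusted p = 0.405 with an estimated correlation). With donor as a block the camera adjusted p was 0.0612, and without the 2 libraries 0.0611. With BTP2 these 4 genes were higher in PHA-stimulated PBMC and 0 lower (4 higher when adjusted over the list alone), and 3 were higher without the 2 libraries. As a list they had a median log2 fold change of 0.66 and a camera adjusted p of 0.0416 (adjusted p = 0.303 with an estimated correlation). In this comparison the camera adjusted p was 0.0594 with donor as a block and 0.0663 without the 2 libraries. Genes that move calcium across the plasma membrane and the membrane of the endoplasmic reticulum went both ways. Of these 16 genes 3 rose and 5 fell with PHA (4 and 5 when adjusted over the list alone, camera adjusted p = 0.283), and 5 rose and 1 fell with BTP2 (5 and 1 when adjusted over the list alone, camera adjusted p = 0.134). Of 16 genes of calmodulin, calcineurin and NFAT, which carry the calcium signal to the nucleus, 4 rose and 4 fell with PHA (6 and 4 when adjusted over the list alone, camera adjusted p = 0.572). With BTP2 1 of them rose and 2 fell (1 and 2 when adjusted over the list alone, camera adjusted p = 0.626).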

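MEGF6, a protein with repeats like those of epidermal growth factor, is encoded on chromosome 1 from 3404515 to 3528072. It fell with PHA in 4 of 4 donors, from 288 ± 37.5 CPM in control PBMC to 7.18 ± 1.43 CPM (SD, n = 4), at a log2 fold change of -5.32 (standard error 0.97, adjusted p = 0.000784 from edgeR). In PBMC + PHA + BTP2 it stood at 84.8 ± 126 CPM, higher than with PHA in 4 of 4 donors, at a log2 fold change of 3.56 (standard error 0.89, adjusted p = 0.0134 from edgeR). The 2 libraries weigh on this value: with 3 libraries of PBMC + PHA + BTP2 the level was 21.8 ± 5.73 CPM and the log2 fold change 1.60 (standard error 0.19, adjusted p = 6.14e-05 from edgeR). DESeq2 gives MEGF6 no adjusted p with the libraries as labelled.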

MEGF6 mRNA encodes the calcium ion binding multiple EGF like domains 6 protein, and PHA-activation significantly reduced its expression (log2fc =−5.31, Adjusted P = 1.35E-165) (Supplementary Table S1) and BTP2 significantly reversed the down regulation (log2fc = 1.54, Adjusted P = 3.49E-13) (Supplementary Table S2).

### Impact of BTP2 on mRNAs for T cell surface proteins.

We analyzed the expression level of CD3E mRNA and found similar levels across all four experimental conditions (Fig. 2a, Supplementary Tables S1 and S2). 

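CD3E, a chain of the CD3 complex of the T cell receptor (chromosome 11 from 118175445 to 118186890), stood at 309.8 ± 79.8 CPM in control PBMC, 288 ± 44.5 CPM in PBMC + BTP2, 245 ± 55.9 CPM in PBMC + PHA and 265 ± 116 CPM in PBMC + PHA + BTP2 (SD, n = 4). It passed the test in none of the comparisons, with log2 fold changes of -0.34 (standard error 0.27, adjusted p = 0.328 from edgeR) for PHA, 0.12 (standard error 0.27, adjusted p = 0.806 from edgeR) for BTP2 in PHA-stimulated PBMC and -0.11 (standard error 0.27, adjusted p = 1 from edgeR) for BTP2 alone. For BTP2 in PHA-stimulated PBMC 2 of 4 donors were higher, and the log2 fold change was -0.25 (standard error 0.22, adjusted p = 0.445 from edgeR) without the 2 libraries.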

CD4 mRNA expression was decreased with PHA stimulation of PBMC (log2fc=−1.238, Adjusted P = 9.65E-06) (Fig. 2A, Supplementary Table S1) and was further decreased, albeit non-significantly, by BTP2 (log2fc=−0.309, Adjusted P = 0.438) (Fig. 2a, Supplementary Table S2). 

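CD4, the co-receptor of helper T cells that monocytes also carry (chromosome 12 from 6896024 to 6929965), fell with PHA in 4 of 4 donors, from 240 ± 56.9 to 97.8 ± 36.2 CPM (SD, n = 4). The log2 fold change was -1.30 (standard error 0.47, adjusted p = 0.0354 from edgeR). This call was lost in 9 of 12 fits with a donor or a library left out. With BTP2 in addition CD4 stood at 128 ± 108 CPM, with 2 of 4 donors higher and a log2 fold change of 0.39 (standard error 0.47, adjusted p = 0.597 from edgeR). The sign turned when the 2 libraries were left out: the level was then 73.9 ± 17.1 CPM (n = 3), 1 of 3 donors was higher and the log2 fold change was -0.40 (standard error 0.28, adjusted p = 0.333 from edgeR).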

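CD8A, a chain of the co-receptor of cytotoxic T cells, lies on chromosome 2 from 87011733 to 87035519. Its level was 177 ± 65.7 CPM in control PBMC, 172 ± 63.1 CPM in PBMC + BTP2, 142 ± 65.1 CPM in PBMC + PHA and 182 ± 72.8 CPM in PBMC + PHA + BTP2 (SD, n = 4). The log2 fold change was -0.31 (standard error 0.41, adjusted p = 0.553 from edgeR) with PHA, with 1 of 4 donors higher, 0.36 (standard error 0.41, adjusted p = 0.58 from edgeR) with BTP2 in PHA-stimulated PBMC, with 4 of 4 donors higher, and -0.04 (standard error 0.41, adjusted p = 1 from edgeR) with BTP2 alone. With donor as a block edgeR called CD8A in both comparisons of stimulated cells, at a log2 fold change of -0.34 and an adjusted p of 0.0361 for PHA, and of 0.38 and 0.0431 for BTP2.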

CD8A mRNA levels were not significantly different across all four experimental conditions (Fig. 2a, Supplementary Tables S1 and S2).

We compared the expression levels of mRNA encoding co-stimulatory receptors CD27 and CD28 and found differential impacts on these two T cell co-stimulators (Fig. 2b). 

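CD27, a co-stimulatory receptor of the TNF receptor family (chromosome 12 from 6554121 to 6560884), stood at 22.8 ± 15.6 CPM in control PBMC and 24 ± 12.1 CPM in PBMC + PHA (SD, n = 4). The log2 fold change with PHA was 0.07 (standard error 0.70, adjusted p = 0.944 from edgeR), with 2 of 4 donors higher, and its sign turned under library size only and upper quartile scaling. In PHA-stimulated PBMC with BTP2 the level was 16.4 ± 21.4 CPM, 1 of 4 donors was higher and the log2 fold change was -0.55 (standard error 0.71, adjusted p = 0.622 from edgeR). Without the 2 libraries CD27 fell in 3 of 3 donors, to 5.66 ± 2.36 CPM, at a log2 fold change of -2.09 (standard error 0.55, adjusted p = 0.0121 from edgeR).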

CD27 mRNA count was not significantly increased by PHA (Supplementary Table S1) but BTP2 reduced the expression level of CD27 mRNA in PHA-stimulated cells (log2fc= −1.82, Adjusted P = 0.003) (Supplementary Table S2). 

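CD28, whose signal joins that of the T cell receptor to activate T cells (chromosome 2 from 204571198 to 204603635), rose with PHA from 108 ± 16.1 to 206 ± 82 CPM (SD, n = 4), in 3 of 4 donors, at a log2 fold change of 0.94 (standard error 0.26, adjusted p = 0.00799 from edgeR). BTP2 lowered it in 3 of 4 donors of PHA-stimulated PBMC, to 105 ± 19.8 CPM, at a log2 fold change of -0.97 (standard error 0.26, adjusted p = 0.0171 from edgeR). With only the 2 conditions compared its adjusted p from edgeR was 0.0542, and the call was lost in 5 of 12 fits with a donor or a library left out.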

CD28 mRNA count was higher in PBMC + PHA (log2fc = 0.90, Adjusted P = 0.001) (Supplementary Table S1) and BTP2 reduced CD28 mRNA expression (log2fc=−0.753, Adjusted P = 0.021) (Supplementary Table S2). 

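ITGAE, the integrin chain CD103 that holds T cells in epithelia, lies on chromosome 17 from 3617922 to 3704482. It stood at 30.9 ± 7.42 CPM in control PBMC, 23.2 ± 3.94 CPM in PBMC + PHA and 30.4 ± 11.2 CPM in PBMC + PHA + BTP2 (SD, n = 4). It did not pass the test, with a log2 fold change of -0.41 (standard error 0.25, adjusted p = 0.196 from edgeR) for PHA, with 1 of 4 donors higher, and of 0.39 (standard error 0.25, adjusted p = 0.299 from edgeR) for BTP2, with 3 of 4 donors higher. The value for PHA passed under library size only scaling (adjusted p = 0.0301 from edgeR) and upper quartile scaling (adjusted p = 0.0467 from edgeR). It also passed with donor as a block and the 2 libraries left out, at a log2 fold change of -0.38 (standard error 0.13, adjusted p = 0.0248 from edgeR).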

ITGAE (CD103) mRNA count was non-significantly lower following activation of PBMC with PHA and BTP2 partially reversed PHA-induced down regulation (Fig. 2c, Supplementary Tables S1 and S2).

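IL2 encodes the growth factor of T cells (chromosome 4 from 123372625 to 123377880) and IL2RA the alpha chain of its receptor, CD25 (chromosome 10 from 6052652 to 6104333). PHA raised both in 4 of 4 donors: IL2 from 0.247 ± 0.185 to 42.5 ± 34.1 CPM (SD, n = 4), a log2 fold change of 7.38 (standard error 1.39, adjusted p = 0.000952 from edgeR), and IL2RA from 12.8 ± 6.67 to 1052 ± 189 CPM, at a log2 fold change of 6.36 (standard error 1.55, adjusted p = 0.00421 from edgeR). With BTP2 in PHA-stimulated PBMC both were lower in 4 of 4 donors. IL2 fell to 2.17 ± 1.85 CPM, at a log2 fold change of -4.29 (standard error 1.17, adjusted p = 0.0202 from edgeR), whose adjusted p was 0.0506 with donor as a block, and which was -3.93 (standard error 0.77, adjusted p = 0.00202 from edgeR) without the 2 libraries. IL2RA stood at 168 ± 111 CPM with a log2 fold change of -2.65 (standard error 1.30, adjusted p = 0.167 from edgeR) as labelled, and an adjusted p of 0.0472 with only the 2 conditions compared. Leaving out the 2 libraries gave 219.6 ± 34.5 CPM for IL2RA in PBMC + PHA + BTP2 (n = 3), a fall with a log2 fold change of -2.27 (standard error 0.35, adjusted p = 0.000391 from edgeR).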

To understand the impact of BTP2 on T cell clonal expansion, we compared expression levels of IL2 mRNA and its receptor CD25 coded by gene IL2RA (Fig. 2d). mRNA for IL2 (log2fc = 7.30, Adjusted P = 3.76E-27) (Supplementary Table S1) and mRNA for IL2RA (log2fc = 6.32, Adjusted P = 3.72E-54) (Supplementary Table S1) were increased by PHA and BTP2 reduced PHA-induced hyper expression of IL2 (log2fc= −3.798, Adjusted P = 5.81E-08) (Supplementary Table S2) and IL2RA (log2fc=−1.658, Adjusted P = 0.0003) (Supplementary Table S2).

To investigate if BTP2 suppresses the recruitment of cells to an inflammatory site (e.g., a rejecting allograft), we compared the expression of mRNAs for the chemokines CXCL9 and CXCL10 (Fig. 2e). CXCL9 mRNA (log2fc = 6.49, Adjusted P = 1.65E-25) (Supplementary Table S1) and CXCL10 mRNA (log2fc = 4.81, Adjusted P = 6.94E-08) (Supplementary Table S1) were both higher in PBMC treated with PHA. 

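CXCL9 (chromosome 4 from 76922428 to 76928662) and CXCL10 (chromosome 4 from 76942271 to 76944650) encode chemokines that draw activated T cells through the receptor CXCR3. CXCL9 rose from 8.97 ± 5.98 to 871 ± 256 CPM with PHA (SD, n = 4), in 4 of 4 donors, at a log2 fold change of 6.60 (standard error 2.26, adjusted p = 0.0264 from edgeR), which was 6.62 (standard error 0.82, adjusted p = 9.46e-06 from edgeR) without the 2 libraries. CXCL10 rose from 10.9 ± 6.17 to 378 ± 289 CPM, in 4 of 4 donors, at a log2 fold change of 5.12 (standard error 1.71, adjusted p = 0.0233 from edgeR), and its adjusted p was 0.0501 with donor as a block. Leaving out a donor or a library ended the PHA calls of CXCL9 and CXCL10 in 7 of 12 fits each. The receptor gene CXCR3 had a log2 fold change of 0.03 (standard error 0.39, adjusted p = 0.958 from edgeR), and its sign turned under library size only and upper quartile scaling. Of 17 genes of the interferon gamma response 14 were higher and 1 was lower with PHA (16 and 1 when adjusted over the list alone), with GBP5, a GTPase induced by interferon gamma, at 3.49. The list had a median log2 fold change of 3.49 and a camera adjusted p of 0.000531 (adjusted p = 0.482 with an estimated correlation). GBP5 lost its call in 8 of 12 fits with a donor or a library left out. Of 20 genes of the type I interferon response 18 were higher (18 when adjusted over the list alone), with IFIT3, an antiviral effector, at 5.01 (standard error 1.22, adjusted p = 0.00412 from edgeR). Together they had a camera adjusted p of 3.53e-05 (adjusted p = 0.466 with an estimated correlation).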

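With BTP2 in PHA-stimulated PBMC, CXCL9 stood at 515 ± 787 CPM and CXCL10 at 434 ± 772 CPM (SD, n = 4), with spreads larger than the means. Neither passed the test: 1 of 4 donors was higher for each, with log2 fold changes of -0.76 (standard error 1.78, adjusted p = 0.803 from edgeR) for CXCL9 and 0.20 (standard error 1.43, adjusted p = 0.943 from edgeR) for CXCL10, and the sign of CXCL10 turned with donor as a block, to -0.57 (standard error 1.67, adjusted p = 0.832 from edgeR). Of the 20 genes of the type I interferon response (camera adjusted p = 0.387) 0 genes were higher and 0 lower with BTP2 (0 when adjusted over the list alone). GBP5 had a log2 fold change of 0.62 (standard error 1.11, adjusted p = 0.739 from edgeR) and IFIT3 of -0.19 (standard error 1.03, adjusted p = 0.921 from edgeR), which was 0.21 without the 2 libraries. CXCR3 was lower in 4 of 4 donors, at a log2 fold change of -0.72 (standard error 0.40, adjusted p = 0.219 from edgeR), and passed the test with donor as a block (adjusted p = 0.038 from edgeR).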

Intriguingly, BTP2 did not inhibit PHA-induced increase in the abundance of CXCL9 mRNA (log2fc=−0.199, Adjusted P = 0.850) (Supplementary Table S2) or the PHA-induced increase in the abundance of CXCL10 mRNA (log2fc = 0.56, Adjusted P = 0.699) (Supplementary Table S2). Both CXCL9 and CXCL10 are induced by IFNG. mRNA for IFNG was induced by PHA (log2fc = 8.84, Adjusted P = 2.84E-38) (Fig. 2e, Supplementary Table S1) and BTP2 decreased PHA- induced increase (log2fc=−2.45, Adjusted P = 0.001) (Fig. 2e and Supplementary Table S2).

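IFNG encodes interferon gamma and lies on chromosome 12 from 68548548 to 68553520. It rose with PHA in 4 of 4 donors, from 1.55 ± 0.799 to 757 ± 592 CPM (SD, n = 4), at a log2 fold change of 8.93 (standard error 2.16, adjusted p = 0.00408 from edgeR). With BTP2 in PHA-stimulated PBMC it stood at 95.3 ± 157 CPM, lower in 4 of 4 donors, with a log2 fold change of -2.99 (standard error 1.64, adjusted p = 0.216 from edgeR) as labelled. With the 2 libraries left out the fall passed the test, at -2.59 (standard error 0.85, adjusted p = 0.0367 from edgeR).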

We asked if BTP2 suppresses mRNA encoding cytotoxic attack molecules PRF1 and GZMB (Fig. 2f). PHA induced an increase in the expression of PRF1 mRNA (log2fc = 1.46, Adjusted P = 2.11E-05) (Supplementary Table S1) and GZMB mRNA (log2fc = 5.253, Adjusted P = 1.70E-39) (Supplementary Table S1) and BTP2 mediated a non-significant decrease in PRF1 mRNA count (log2fc=−0.201, Adjusted P = 0.716) (Supplementary Table S2) and a significant decrease in GZMB mRNA (log2fc=−1.97, Adjusted P = 1.02E-05) (Supplementary Table S2). 

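PRF1 encodes perforin, which opens pores in target cells (chromosome 10 from 72357104 to 72362515), and GZMB granzyme B, a protease that enters through them (chromosome 14 from 25100160 to 25103473). Both rose with PHA in 4 of 4 donors, PRF1 from 136 ± 58.4 to 398 ± 96.4 CPM (SD, n = 4), a log2 fold change of 1.55 (standard error 0.48, adjusted p = 0.0163 from edgeR), and GZMB from 31.5 ± 13.3 to 1247 ± 174 CPM, at a log2 fold change of 5.31 (standard error 1.07, adjusted p = 0.0014 from edgeR). Both were lower in 4 of 4 donors with BTP2 in PHA-stimulated PBMC. PRF1 stood at 269 ± 65.8 CPM and did not pass the test, at a log2 fold change of -0.57 (standard error 0.47, adjusted p = 0.424 from edgeR). GZMB stood at 184 ± 95.3 CPM, at a log2 fold change of -2.76 (standard error 0.95, adjusted p = 0.0533 from edgeR), with an adjusted p of 0.00686 from DESeq2, and it passed edgeR's test without the 2 libraries, at -2.46 (standard error 0.28, adjusted p = 5.03e-05 from edgeR).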

CD96 is a negative regulator of cytolytic activity of NK cells and T cells. 

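CD96 was lower with PHA in 4 of 4 donors and higher with BTP2 in 4 of 4 donors of PHA-stimulated PBMC. The gene lies on chromosome 3 from 111011566 to 111384597. Its level was 195 ± 10.6 CPM in control PBMC, 95.8 ± 17.6 CPM in PBMC + PHA and 434 ± 217 CPM in PBMC + PHA + BTP2 (SD, n = 4). CD96 had a log2 fold change of -1.02 (standard error 0.35, adjusted p = 0.0269 from edgeR) for PHA and of 2.18 (standard error 0.36, adjusted p = 0.00178 from edgeR) for BTP2 in PHA-stimulated PBMC. With a donor or a library left out, the call for PHA was lost in 8 of 12 fits and that for BTP2 in 1 of 12.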

PHA activation decreased CD96 mRNA (log2fc=−0.99, Adjusted P = 2.84E-07) (Fig. 2f, Supplementary Table S1) and BTP2 increased CD96 mRNA count (log2fc = 2.38, Adjusted P = 3.80E-32) (Fig. 2f and Supplementary Table S2). Collectively, these findings suggest that BTP2 would impair the cytolytic activities of T cells and NK cells.

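Effector genes of cytotoxic cells and markers of NK cells went both ways. Of 12 cytotoxic effectors 6 were higher and 2 lower with PHA (7 and 2 when adjusted over the list alone, camera adjusted p = 0.224), and 1 was higher and 1 lower with BTP2 in PHA-stimulated PBMC (1 and 2 when adjusted over the list alone, camera adjusted p = 0.607). GZMH, a granzyme close in sequence to GZMB, had a log2 fold change of -1.68 (standard error 0.47, adjusted p = 0.0215 from edgeR) with BTP2, and an adjusted p of 0.058 with only the 2 conditions compared. Leaving out a donor or a library ended this call in 5 of 12 fits. Of 9 NK cell markers 3 were higher and 4 lower with PHA (3 and 4 when adjusted over the list alone, camera adjusted p = 0.491), and 2 were higher and 1 lower with BTP2 (4 and 1 when adjusted over the list alone, camera adjusted p = 0.338). Of the cytotoxic effectors 0 were higher and 2 lower with BTP2 without the 2 libraries.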

TGFB1 is a potent immunosuppressive cytokine and the abundance of TGFB1 mRNA was not significantly different among the 4 experimental conditions (Fig. 2g) (Supplementary Tables S1 and S2). 

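TGFB1 (chromosome 19 from 41807492 to 41859827) stood at 425 ± 89.4 CPM in control PBMC, 439 ± 114 CPM in PBMC + BTP2, 495 ± 52.8 CPM in PBMC + PHA and 483 ± 100.3 CPM in PBMC + PHA + BTP2 (SD, n = 4). It did not pass the test, with log2 fold changes of 0.22 (standard error 0.21, adjusted p = 0.425 from edgeR) for PHA, with 3 of 4 donors higher, of -0.03 (standard error 0.21, adjusted p = 0.934 from edgeR) for BTP2 in PHA-stimulated PBMC, also with 3 of 4 higher, and of 0.05 (standard error 0.21, adjusted p = 1 from edgeR) for BTP2 alone. The sign for PHA turned under library size only scaling, and that for BTP2 in PHA-stimulated PBMC turned under library size only and upper quartile scaling and without the 2 libraries.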

IL10 mRNA expression was higher in PBMC + PHA vs. PBMC (log2fc = 2.86, Adjusted P = 0.0005) (Supplementary Table S1) and BTP2 did not reduce PHA-induced increased expression of IL10 mRNA (log2fc = 0.48, Adjusted P = 0.738) (Fig. 2g, Supplementary Table S2). 

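IL10, a cytokine that restrains immune responses (chromosome 1 from 206940947 to 206947886), rose with PHA from 2.16 ± 1.78 to 21.3 ± 14.2 CPM (SD, n = 4), in 4 of 4 donors, at a log2 fold change of 3.30 (standard error 1.07, adjusted p = 0.02 from edgeR). With BTP2 in addition it stood at 25.7 ± 29.4 CPM, with 3 of 4 donors higher than with PHA and a log2 fold change of 0.27 (standard error 0.97, adjusted p = 0.877 from edgeR), or of 0.66 (standard error 0.76, adjusted p = 0.575 from edgeR) without the 2 libraries. The spread between donors in PBMC + PHA + BTP2 was larger than the mean.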

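FOXP3, the transcription factor that specifies regulatory T cells, lies on chromosome X from 49106899 to 49121262. It rose with PHA in 4 of 4 donors, from 14.6 ± 4.17 to 49.4 ± 14.8 CPM (SD, n = 4), a log2 fold change of 1.76 (standard error 0.51, adjusted p = 0.0119 from edgeR). In PHA-stimulated PBMC with BTP2 it stood at 19.8 ± 10.4 CPM, lower in 4 of 4 donors, at a log2 fold change of -1.32 (standard error 0.51, adjusted p = 0.0803 from edgeR), with an adjusted p of 0.0402 from DESeq2. Its fall passed the test without the 2 libraries, at -1.15 (standard error 0.33, adjusted p = 0.0191 from edgeR).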

The expression of mRNA for the regulatory T cells specification factor FOXP3 was higher in PBMC stimulated with PHA vs. PBMC alone (log2fc = 1.67, Adjusted P = 3.32E-06) (Fig. 2G, Supplementary Table S1) and BTP2 did not significantly decrease activation dependent increase in FOXP3 mRNA (log2fc=−0.79, Adjusted P = 0.071 (Fig. 2g and Supplementary Table S2). We investigated the effect of BTP2 treatment on the expression of mRNA for CTLA4 cell surface protein, a potent negative regulator of immune response. 

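CTLA4, which competes with CD28 for its ligands, lies on chromosome 2 from 204718611 to 204738688. It rose with PHA in 4 of 4 donors, to 219.7 ± 62 CPM (SD, n = 4), at a log2 fold change of 3.90 (standard error 0.95, adjusted p = 0.00419 from edgeR). With BTP2 in addition it stood at 193 ± 123 CPM, with 2 of 4 donors higher and a log2 fold change of -0.19 (standard error 0.84, adjusted p = 0.901 from edgeR). The sign turned without the 2 libraries, with a level of 251 ± 27.5 CPM (n = 3) and a log2 fold change of 0.19 (standard error 0.23, adjusted p = 0.596 from edgeR).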

PHA induced a significant increase in CTLA4 mRNA (log2fc = 3.87, Adjusted P = 2.38E-56) (Fig. 2g, Supplementary Table S1) and BTP did not reduce the PHA-induced increase in CTLA4 mRNA count (log2fc = 0.11, Adjusted P = 0.782) (Fig. 2g, Supplementary Table S2).

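Some co-stimulatory genes were lower with BTP2 in PHA-stimulated PBMC, and co-inhibitory genes went both ways. Of 17 co-stimulatory receptors and ligands 11 were higher and 1 was lower with PHA (13 and 1 when adjusted over the list alone). Camera gave this list an adjusted p of 0.000133 (adjusted p = 0.405 with an estimated correlation). With BTP2 0 of them were higher and 4 lower (4 lower when adjusted over the list alone), and 8 were lower without the 2 libraries. These genes had a median log2 fold change of -0.84 and a camera adjusted p of 0.00413 (adjusted p = 0.501 with an estimated correlation). Of 14 co-inhibitory receptors and ligands 6 were higher and 2 lower with PHA (7 and 3 when adjusted over the list alone, camera adjusted p = 0.28), and 4 were higher and 2 lower with BTP2 (4 and 5 when adjusted over the list alone). Their median log2 fold change was -0.11, with a camera adjusted p of 0.988. LAG3, an inhibitory receptor that binds HLA class II molecules, had a log2 fold change of -3.05 (standard error 0.92, adjusted p = 0.0318 from edgeR) with BTP2, PDCD1, the gene of PD-1, of -2.00 (standard error 0.63, adjusted p = 0.0382 from edgeR), and BTLA, an inhibitory receptor of B and T cells, of 1.14 (standard error 0.24, adjusted p = 0.00666 from edgeR). Of 12 fits with a donor or a library left out, the call was lost in 10 for PDCD1, 8 for LAG3 and 2 for BTLA. In the paper BTP2 lowered IL2, IL2RA, IFNG, GZMB, CD27 and CD28, and did not significantly reduce TGFB1, IL10, FOXP3 and CTLA4 (Fig. 2).

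**Figure D2:**
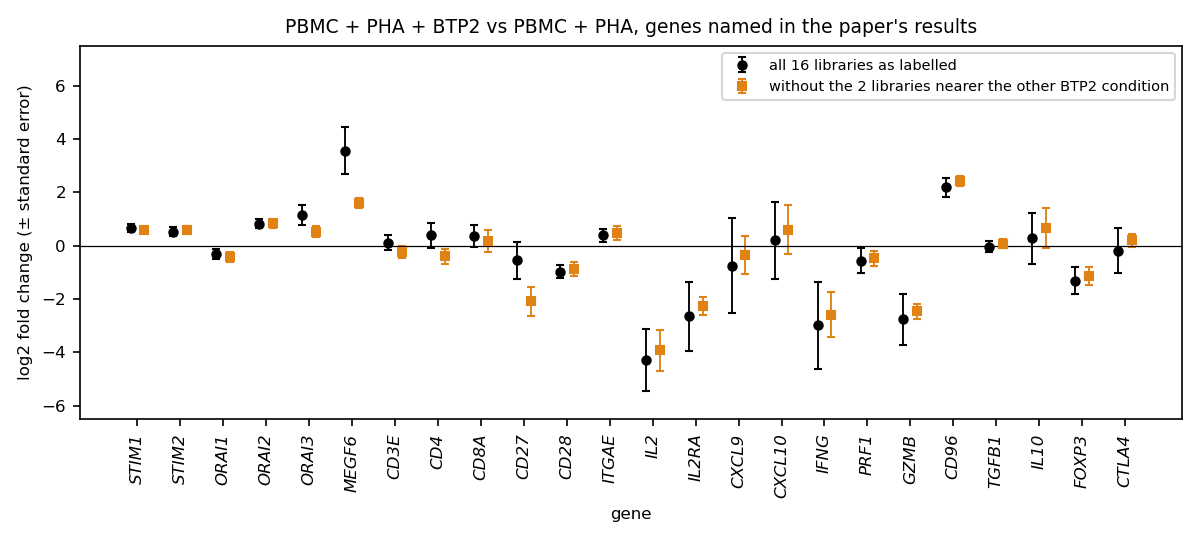
Log2 fold change of genes named in the results, in PBMC + PHA + BTP2 against PBMC + PHA (y axis). Circles are for the 16 libraries as labelled and squares for those without the 2 libraries. Bars are the standard error derived from the log2 fold change and edgeR's F statistic. The standard error of IL2RA is 1.30 as labelled and 0.35 without the 2 libraries, while CD96 lies above 0 and IL2 below 0 in both.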

Altogether, RNA-seq of PBMC identified that BTP2 treatment significantly suppresses mRNA encoding proteins responsible for T cell expansion, activation, and cytotoxicity without significantly reducing the expression of mRNA encoding negative regulators of immunity.

### Validation of differential gene expression using preamplification enhanced RT-qPCR assays.

We used an orthogonal platform, RT-qPCR assay developed in our laboratory[22] to measure absolute copy numbers of transcripts; we prioritized for measurement mRNAs encoding immunoregulatory proteins implicated in autoimmunity and organ transplantation[23, 24]. Table 1 shows absolute copy numbers of mRNAs measured in four consecutive experiments, the median and 25th and 75th percentile values, multiple group comparison P values calculated using Kruskal Wallis test, and pairwise comparisons P values calculated using Mann Whitney U tests.

The abundance of 18S rRNA is relatively stable across cell types and experimental conditions and therefore was used as a housekeeping (reference) gene in our study. As shown in Table 1, 18S rRNA copy numbers were not significantly different across the four experimental conditions (P = 0.82, Kruskal Wallis multiple comparison test). Pairwise comparisons of PBMC vs. PBMC + BTP2 (P = 0.89, Mann Whitney test), PBMC vs. PBMC + PHA (P = 0.89), and PBMC + PHA vs. PBMC + PHA + BTP2 (P = 0.51) showed no significant differences in the abundance of 18S rRNA across the 4 experimental conditions. The lack of a significant difference in the abundance of 18S rRNA copy number suggests that significant differences observed with a mRNA of interest are due to differences in expression due to the experimental condition rather than due to technical artifacts.

### mRNAs for T cell surface proteins.

Measurement of absolute copy number of mRNAs using the RT-qPCR assays showed excellent agreement with the alterations in mRNA counts identified by RNA-seq. As found by RNA-seq, expression levels of CD3E mRNA or CD8A mRNA did not vary across all four experimental conditions (Table 1). CD4 mRNA copy number was numerically lower following PHA activation and further reduced by BTP2 (Table 1).

As found by RNA-seq, BTP2 reduced the PHA-induced increase in CD27 mRNA copy number; BTP2 also reduced the PHA-induced increase in CD28 mRNA copy number (Table 1). RT-qPCR assays results were also concordant with RNA-seq data regarding CD103 mRNA - a non-significant decrease following activation with PHA and partial reversal by BTP2 (Table 1).

### mRNAs for IL2 and IL2RA (CD25).

As observed with RNA-seq, PHA-activation of PBMC caused a significant increase in IL2 mRNA copy number and BTP2 significantly reduced PHA-induced increase (Table 1). PHA-activation of PBMC mediated a significant increase in IL2RA copy number and BTP2 reduced significantly PHA-induced increase (Table 1).

### mRNAs for IFNG, CXCL9 and CXCL10 and CXCR3.

As found by RNA-seq, PHA-induced a significant increase in IFNG mRNA copy number and BTP2 partially reduced IFNG mRNA copy number (Table 1). Measurement of absolute copy numbers of CXCL9 mRNA and CXCL10 mRNA using RT-qPCR assays validated both the increase in the abundance of CXCL9 mRNA and CXCL10 mRNA following PHA activation, and the lack of inhibition by BTP2 of the PHA induced increase in the abundance of CXCL9 mRNA or CXCL10 mRNA (Table 1).

CXCR3 is a receptor for both CXCL9 and CXCL10 and its abundance was not altered in PBMC by PHA stimulation or by BTP2 (Table 1).

### mRNAs for PRF1, GZMB and CD96.

RT-qPCR assay measurements of PRF1 and GZMB copy numbers validated RNA-seq findings that PHA stimulation increases PRF1 mRNA copy number and GZMB mRNA copy number in PBMC and BTP2 mediates a non-significant decrease in PRF1 mRNA copy number and a significant decrease in GZMB mRNA copy number (Table 1).

### mRNAs for TGFB1, IL10, FOXP3 and CTLA4.

Measurement of mRNAs encoding immunosuppressive cytokines TGFB1 and IL10 and the negative immune regulators FOXP3 and CTLA4 confirmed the RNA-seq findings that BTP2 does not significantly reduce the expression of mRNAs encoding these anti-inflammatory mediators. PHA increased the abundance of mRNAs for TGFB1(P = 0.06) and IL10 (P = 0.03) in PBMC and BTP2 did not reduce the PHA-induced increase in TGFB1 mRNA (P > 0.99) or the increase in IL10 mRNA (P = 0.69) (Table 1). PHA also increased the abundance of mRNAs for FOXP3 (P = 0.03) and CTLA4 (P = 0.03) and BTP2 did not reduce the PHA-induced increase in FOXP3 mRNA (P = 0.11) or the increase in CTLA4 mRNA(P = 0.20) (Table 1).

### Single cell analysis for cell surface expression of IL2 receptor alpha (CD25).

We performed multiparameter flow cytometry analysis to determine the effect of BTP2 on PHA-induced cell surface expression of IL2RA (CD25). Figure 3 is representative flow cytometry data from all four experimental conditions and shows that PHA increases the percentage of CD25 + cells and BTP2 decreases cell surface expression of CD25.

Results from four consecutive experiments are shown in Table 2. Table 2a shows data from each of the four experiments and Table 2b is a summary of statistics from the four consecutive experiments. Pairwise comparisons showed that PHA stimulation significantly increases CD25 display on the cell surface and BTP2 significantly decreases the cell surface expression of CD25 (Table 2b). An analogous pattern of an increase with PHA and a decrease with BTP2 was also observed with the MCF of CD25 positive cells (Table 2b). Altogether, multiparameter flow cytometry analysis of CD25 expression at the protein level confirmed and extended our findings that BTP2 inhibits PHA-induced expression of CD25 at the pre-translational level.

## Discussion

We identified that the SOCE blocker BTP2 has a gene specific effect on PHA-induced alterations in the abundance of mRNAs in normal human PBMC. Intriguingly, the activation induced increases in the abundance of mRNAs encoding anti-inflammatory proteins were not reduced significantly by BTP2 whereas activation induced increases in the abundance of mRNAs encoding proinflammatory proteins were significantly reduced.

The immune profile elicited by BTP2 appears conducive to antigen specific tolerance (Fig. 4). The finding that BTP2 does not alter the expression of mRNAs for T cell surface molecules CD3E, CD8A, and CD103 suggests that T cell antigen education via physical contact with the cognate antigen and transmembrane signaling should proceed uninterrupted. On the other hand, the expected outcomes of BTP-associated reduction in the mRNAs for CD4, CD27, and CD28 include impaired T cell helper function, sub-optimum T cell co-stimulation, and T cell anergy. CXCR3 mRNA and mRNAs for the chemokines CXCL9 and CXCL10 were not reduced by BTP2, and a predicted outcome is unhindered trafficking of antigen reactive cells to their target cells. Such homing is unlikely to have an adverse consequence since neither clonal expansion nor cytolytic activity would be realized since BTP2 reduced mRNAs for T cell growth factor IL2 and its receptor IL2RA and mRNA for the cytolytic effector granzyme B. In striking contrast, mRNA for TGFB1, a potent immunosuppressive cytokine, and mRNA for the cytokine synthesis inhibitory factor IL10 were not reduced by BTP2. Moreover, mRNA for FOXP3, a specification factor T regulatory cells, and mRNA for the negative regulator CTLA4 were not reduced by BTP2. Collectively, the molecular signature elicited by BTP2 in activated normal human PBMC appears to be tipped towards tolerance and away from inflammation.

Several features of our research design enabled the identification of selective modulation of gene expression by BTP2. First, we used normal human PBMC as indicator cells rather than the malignant Jurkat CD4 + T cells or T cell clones to assess the effects of BTP2. The PBMC activation model is also physiological with respect to T cell co-stimulation. PHA was used to signal PBMC in our study and PHA is considered a superior stimulator of lymphocytes compared to several other mitogens including the widely used lectin concanavalin A[25, 26]. Importantly, we performed unbiassed RNA-seq to query gene expression at the whole transcriptome level and identified differential gene expression in an unbiased fashion. We prioritized mRNAs encoding proteins implicated in autoimmunity, allograft rejection, and allograft tolerance for validation using an orthogonal platform and confirmed differential expression by absolute quantification of mRNA copy number. The measurement of absolute copy number of mRNAs in the RT-qPCR assays[22] obviated the inherent limitations of relative quantification of mRNAs in RT-qPCR assays.

The CD3 proteins are an integral component of the T cell receptor (TCR) antigen recognition complex and the CD4 and CD8 proteins are expressed by helper T cells and cytotoxic T cells, respectively[27-29]. BTP2 had a minimal impact on mRNAs encoding CD3E or CD8A. On the other hand, BTP2 reduced mRNAs for CD4, CD27, and CD28 in PBMC. Full T cell activation is dependent upon co-stimulatory signals and the T cell CD27 and CD28 are prominent T cell co-stimulatory proteins[30, 31]. An expected consequence of BTP2 reducing their expression is impaired T cell co-stimulation and T cell anergy[32]. Altogether, the T cell profile elicited by BTP2 is permissive of T cell antigen recognition and transmembrane signaling, impaired T cell helper function, and defective T cell co-stimulation and anergic T cells (Fig. 4).

IL2 is the primary trophic factor for T cell clonal expansion and the acquisition of IL2RA by activated T cells is necessary for the formation of high-affinity IL2R trimeric complex[33, 34]. BTP2 reduced activation induced increased expression of mRNAs for IL2 and IL2RA. A predicted outcome is impaired T cell clonal expansion (Fig. 4).

IFNG was first identified as secretory product of PHA-stimulated leucocytes and is a prototypic proinflammatory cytokine[35]. BTP2 reduced activation induced increase in IFNG mRNA in PBMC. CXCL9 and CXCL10 are IFNG induced chemokines that signal T cells via CXCR3 displayed their cell surface[36, 37]. PHA mediated a significant increase in the abundance of mRNA for both chemokines and intriguingly, BTP2 did not reduce significantly the induced higher abundance. These surprising findings and the additional observation that BTP2 does not affect CXCR3 mRNA expression indicate that cellular traffic to target sites such as an allograft will not be jeopardized by BTP2 and antigen-experienced cells, a prerequisite for tolerance induction, could emerge (Fig. 4).

Perforin is a pore forming protein and granzymes enter cells via the pores in the plasma membrane and mediate cell death by apoptosis. PHA-activation significantly increased the expression levels of both perforin and granzyme B. heightened intragraft expression of perforin and granzymes have been repeatedly identified during an episode of acute allograft rejection[23, 34]. Thus, BTP2 mediated decrease in GZMB mRNA is likely to benefit the transplanted organ. We found that the abundance of mRNA for CD96, expressed on the surface of T cells and NK cells and a negative regulator NK/T cell cytolytic activity[38, 39] is increased by BTP2. This data suggests that BTP2 would help constrain cytolytic effector mechanisms implicated in autoimmunity and allograft rejection (Fig. 4).

Genome wide profiling using RNA-seq identifying that inhibition of SOCE results in diminished expression of genes in activated PBMC is predictable considering the positive signaling role of SOCE in the activation of immune cells. The unanticipated finding from our investigation is that genes encoding anti-inflammatory proteins were largely unaffected by BTP2. In this study, the abundance of mRNAs encoding potent immunosuppressive cytokines TGFB1 and IL10 were not reduced significantly by BTP2. Furthermore, BTP2 did not reduce significantly the activation induced increase in mRNA for FOXP3 protein, a specification factor for regulatory T cells, and activation induced increase in mRNA for CTLA4, a master negative regulator of immunity[40,41]. Intragraft over-expression of FOXP3 + regulatory cells is a feature of tolerant allografts[42,43] and CTLA4 mRNA is over expressed in tolerant kidney allograft recipients[44] (Fig. 4).

Our investigation has limitations. BTP2 has effects on TRPM4, TRPC3, and TRPC5 channels[21] in addition to CRAC channels, and some of our results might be related to the effect of BTP2 on these other channels. We have not deciphered whether the differential effect of BTP2 on gene expression is cell autonomous[45] or due to differential sensitivity of cell subtypes. Real time simultaneous imaging of calcium in the ER lumen, cytosol, and mitochondria[45] and single cell RNA-seq may help resolve this issue. It is important to investigate whether our findings are translatable to in-vivo settings. BTP2 (also known as YM58483) has been reported to inhibit T cell responses in-vivo[46] and is efficacious as an anti-inflammatory agent[47-50]. The BTP2 associated tolerogenic signature identified in this study suggest a mechanistic basis for the efficacy observed in these preclinical models. Additional studies including transplantation across strong histocompatibility barriers are needed to evaluate the utility of BTP2 in the transplantation setting.

In conclusion, BTP2 has differential effects on activation induced gene expression in normal human PBMC signaled with PHA. Intriguingly, BTP2 did not significantly reduce the abundance of mRNAs encoding anti-inflammatory proteins whereas the mRNAs encoding proinflammatory proteins were significantly reduced by this pyrazole derivative. The tipping of the immune repertoire towards tolerance and away from inflammation profile by BTP2 may be of value for the management of autoimmune disease states and for protecting lifesaving organ transplants.

## Methods

### Reagents.

Ficoll-Paque^™^ Premium solution was purchased from GE Healthcare Bio-Science AB, Pittsburgh, PA. Phytohemagglutinin was purchased from Thermo Fisher Scientific, Fair Lawn, NJ. BTP2 was purchased from EMD Millipore Corporation, Burlington, MA. Dimethyl sulfoxide (DMSO) was purchased from Sigma Aldrich, Saint Louis, MO. Dulbecco’s Phosphate Buffered Saline (PBS) and heat inactivated fetal bovine serum (FBS) were purchased from GIBCO, Grand Island, NY. Mouse FITC IgG2a mAb, mouse PE IgG1 mAb, FITC IgG2a mouse anti-human CD3 mAb, and PE IgG1 mouse anti-human CD25 mAb were purchased from BD Biosciences, San Jose, CA.

### Isolation of normal human PBMC.

Peripheral venous whole blood was obtained from healthy volunteers after obtaining informed written consent. The research project # 1208012870 was approved by the Weill Cornell Medicine Institutional Review Board. The authors confirm that all research was performed in accordance with relevant guidelines/regulations, and the research involving human research was performed in accordance with the Declaration of Helsinki. PBMC were isolated by density gradient centrifugation using Ficoll-Paque^™^ centrifugation and suspended in complete medium composed of RPMI 1640 + L-Glutamine + HEPES (25mM), Penicillin (100 units/ml), and Streptomycin (0.1 mg/ml) and 5% FBS (complete medium). PBMC were washed twice with PBS and the final wash performed with complete medium. PBMC at 1x10^6^/ml were incubated without PHA or BTP2 (control), with BTP2 (1000 nM), with PHA (2μg/ml), or with PHA (2μg/ml) + BTP2 (1000 nM) for 16 hours at 37°C in 95% air and 5% CO_2_ atmosphere. Because DMSO was used to dissolve BTP2, DMSO was added to control PBMC and to PBMC stimulated with PHA. After overnight incubation, PBMC were retrieved and separate aliquots of PBMC suspended in complete medium aliquots were used for total RNA isolation and single cell analysis by flow cytometry.

### Isolation of total RNA from PBMC.

PBMCs were washed with PBS (1000 μl) and centrifuged at 13,400 g for 2 minutes in room temperature. The supernatant was discarded, and RNAlater (50 μl) and Buffer RLT with β-mercaptoethanol (350 μl) were added to the cell pellet. The pellet was mechanically lysed with a 1ml 25G 5/8 syringe. The lysate was transferred to a QIAshredder spin column and centrifuged at maximum speed for 2 minutes at room temperature. Total RNA was isolated from the lysate using RNeasy mini kit, according to the manufacturer’s protocol (Qiagen). The quantity (absorbance at 260nm) and purity (ratio of the absorbance at 260 and 280 nm) of the total RNA isolated from the lysate were measured using the NanoDrop^®^ ND-1000 UV-Vis spectrophotometer (Thermo Scientific).

### RNA library preparation for RNA-seq.

The total RNA samples were treated with DNase using RNase-Free DNase kit (Qiagen) according to the manufacturer’s protocol to remove DNA prior to RNA sample library preparation and sequencing. The RNA library preparation and RNA sequencing were performed by the Genomics Core Laboratory at Weill Cornell Medicine. The RNA libraries were prepared using the TruSeq RNA Library Prep Kit (Illumina) and sequenced using NovaSeq 6000 System (Illumina) as 100 x 2 paired-end reads.

### Preprocessing of RNA-seq data.

Raw data from RNA sequencing experiments was aligned to the human genome (Assembly: GRCh37/hg19) using STAR short read aligner software (v-2.6)[51] for individual samples. The gene expression counts for individual samples were estimated by setting the --quantMode argument to GeneCounts. The gene expression values for individual samples were compiled into a single table for downstream analysis.

### Analysis of RNA-seq data.

Count matrix containing gene expression counts and the corresponding metadata and alignment statistics for all samples were loaded into R (v-4.0.3). The matrix was converted into a DESeqDataSet object for downstream analysis using the DESeq2 package (v-1.30.1)[52]. SizeFactors and Dispersion values were calculated for individual genes using the DESeq2 package and genes with less than ten copies across all samples were removed from the analysis. The data was normalized using variance stabilizing and rlog transformations (VST) method implemented in the DESeq2 package. The normalized data was batch-corrected across the samples using linear models implemented in the limma package (v-3.46.0) [53]. The batch corrected data was transferred back into the DESeqDataSet object and the control PBMC sample was set as the reference. Pairwise correlations were calculated for individual samples and visualized on a Heatmap. Dimensional reduction was performed on batch corrected data using Principal Component Analysis, which was visualized using the DESeq2 package. Differential Gene Expression Analysis (DGEA) was performed using the DESeq2 method. Effect size shrinkage was used on DGEA results using apeglm (Approximate posterior estimation for GLM coefficients) method[54] implemented in lfcShrink function in the DESeq2 package. The DGEA results containing log fold-changes and adjusted p-values were exported in tables and visualized on volcano plots.

### Preamplification enhanced real time quantitative polymerase chain reaction (RT-qPCR) assay.

Total RNA isolated from the PBMC was reverse transcribed (RT) to cDNA using the TaqMan reverse transcription kit (Applied Biosystems) at the concentration of 1.0 μg of total RNA in 100 μl volume, as previously described[22]. The reverse transcription reaction contained TaqMan reverse transcription buffer (1x), 500 μM each of 4 dNTPs, Random Hexamer (2.5 μM), RNase inhibitor (0.4 Unit/μl), MultiScribe Reverse Transcriptase (1.25 Unit/μl), and Magnesium Chloride (5.5mM). The RT mixture was incubated at 25oC for 10 min, 48oC for 30 min, and 95oC for 5 min.

We designed gene specific oligonucleotide primers and TaqMan fluorogenic probes and measured a custom panel of mRNAs and 18S rRNA using pre-amplification enhanced real-time quantitative PCR (RT-qPCR) assays. Supplementary Table S5 lists the oligonucleotide primers and gene specific TaqMan probes used to measure absolute copy number of transcripts.

The RT-qPCR assay consisted of two sequential steps[22]. In the first step, the cDNA was pre-amplified with gene-specific primer pairs in a final reaction volume of 10.0 μl in a 0.2 ml PCR tube and each sample contained cDNA (3.0 μl), Platinum^®^ Multiplex PCR Master Mix (5.0 μl), 1.68 μl primer mix (50 μM sense, 50 μM antisense primer per gene), and water (0.32 μl) to a final volume of 10 μl. PCR amplification was set up in a Veriti thermal cycler (Applied Biosystems) and the PCR profile consisted of an initial hold at 95oC for 2 min, 11 cycles of denaturing at 95oC for 30 seconds, primer annealing at 60oC for 90 seconds and extension at 72oC for 1 min, and final extension at 72oC for 10 min and final hold at 4oC. Following 11 cycles of amplification, we diluted the PCR amplicons by adding 290 μl of TE buffer to the 10 μl PCR reaction. In the second step, absolute copy number of mRNAs were quantified using the Bak standard curve in the RT-qPCR assay on the Applied Biosystems QuantStudio^™^ 6 Real-Time PCR system (ThermoFisher) using diluted PCR amplicons (2.5 μl), TaqMan^™^ Fast Universal PCR Master Mix (2X), no AmpErase^™^ UNG (Applied Biosystems), sense and antisense primers (50 μM each), TaqMan^™^ probes (100 μM), and water (7.1 μl) in a final reaction volume of 20 μl. We established the Bak standard curve with 6 log_10_ concentrations of Bak amplicon (starting copy number 2.5 x 10^6^ million copies of Bak mRNA) as the template and PCR amplification with Bak-specific primer pair and detection using Bak-specific TaqMan probe. The amplification efficiencies of Bak and the mRNAs quantified in this study were greater than 90% in the RT-qPCR assays. Absolute copy number of mRNA was reported as mRNA copies per microgram of total RNA.

### Flow cytometry analysis of PBMC.

PBMC, 1x10^6^ cells/ml of RPMI 1640 + 5% heat inactivated fetal bovine serum were incubated without PHA or BTP2 (control), with BTP2 (1000 nM), with PHA (2 μg/ml), or with PHA (2 μg/ml) + BTP2 (1000 nM) for 16 hours at 37°C in 95% air and 5% CO_2_ atmosphere. At the end of incubation, the cells were washed and labeled with FITC mouse IgG2a,k isotype control mAb (G155-178, BD Pharmingen) and PE Mouse IgG1, k isotype control mAb (MOPC-21, BD Pharmingen) or FITC mouse IgG2a, k anti-human CD3E mAb (HIT3a, BD Pharmingen) and PE mouse IgG1, k anti-human CD25 mAb (M-A251, BD Pharmingen). Each isotype mAb (10 μl) and each antibody marker (10 μl) for CD3E and CD25 was added to 100 μl of cell suspension in 5ml falcon tube. The sample tubes were vortexed and incubated in dark at 4 C for 30 min in refrigerator. After incubation, cells were washed by adding 3 ml of cold working wash buffer (PBS containing 1% FBS and 0.1% FBS and 0.1% wt/vol sodium azide). Cells were then resuspended in 400 μL of working fixative reagent (PBS + 0.1% sodium azide +1% fetal bovine serum + 37% formalin) and flow cytometry analysis was performed. Flow cytometry data was acquired on a FACSCanto II (BD Biosciences) using FACSDiva software (8.0.1) and the FCS files were analyzed using FlowJo 10.8.1 software (Beckton Dickinson and Company).

## Figures and Tables

**Figure 1:**
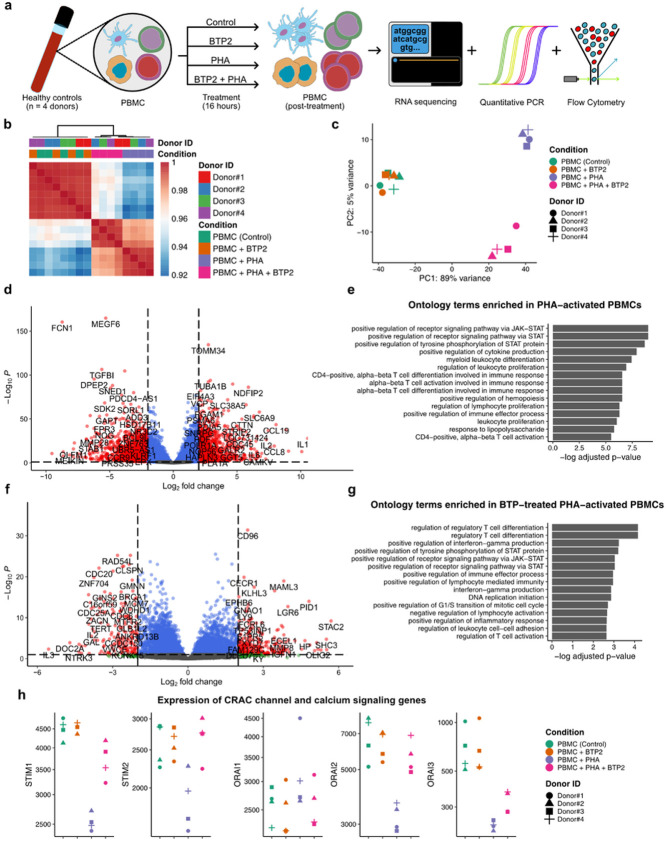
RNA-seq of normal human PBMC activated with PHA in the presence or absence of BTP2. **(a)** Treatment conditions and experimental workflow for profiling normal human PBMC. **(b)** Heatmap showing the pairwise Pearson correlation of gene expression among PBMC from four healthy volunteers.( **c)** Principal component analysis (PCA) projection of RNA-seq data for PBMC from four healthy volunteers across four treatment conditions. **(d)** Volcano plot showing differentially expressed genes (two-sided Wald test, −log2 fold-change < −2.0 or −log2 fold-change > 2.0, and p-value < 0.01) between PBMC + PHA vs. PBMC incubated alone (control) for 16 hours. Dotted lines show the thresholds for significantly enriched genes shown in red. **(e)** Top 15 Gene Ontology (GO) terms for genes enriched in PBMC incubated with PHA as compared to PBMC control. **(f)** Volcano plot showing differentially expressed genes (two-sided Wald test, −log2 fold-change < −2.0 or −log2 fold-change > 2.0 and p-value < 0.01) between PBMC incubated with PHA+ BTP2 vs. PBMC + PHA. Dotted lines show the thresholds for significantly enriched genes shown in red. **(g)** Top 15 Gene Ontology (GO) terms for genes enriched in PBMC + PHA + BTP2 vs. PBMC + PHA. **(h)** Jitter plots showing the log-normalized counts for CRAC channel mRNAs across all four experimental conditions from all four healthy volunteers. Supplementary Table S1 lists base mean counts of all genes from RNA-seq data and log2 fold changes based on comparisons of gene expression in PBMC stimulated with PHA vs. gene expression in control PBMC and adjusted P values. Supplementary Table S2 lists similar parameters based on comparisons of gene counts in PBMC + PHA + BTP2 vs. gene counts PBMC + PHA.

**Figure 2:**
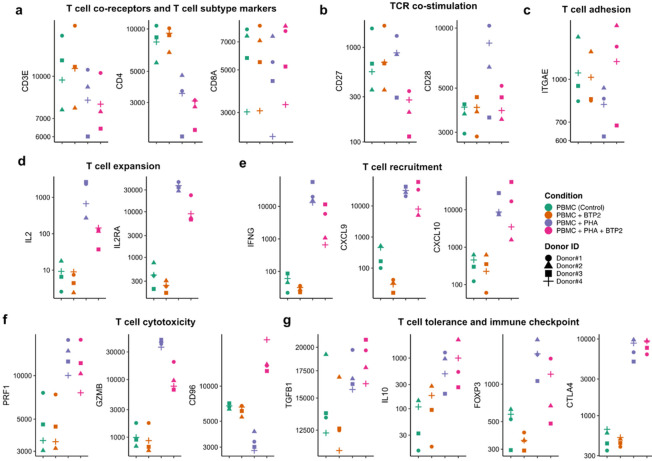
Differential effects of BTP2 on PHA-induced alterations in the expression of mRNAs encoding proteins involved in T cells expansion, recruitment, activation, effector function, and tolerance. **(a-g)** Jitter plots showing the log-normalized counts across the four treatment conditions. **(a)** Pan-T cell surface antigen receptor complex CD3E, CD4 expressed on T helper cells and responsible for recognition of antigenic peptide in the context of HLA class II antigens and CD8 expressed on cytotoxic T cells and responsible for recognition of antigenic peptide in the context of HLA class I antigens; (**b)** T cell co-stimulation receptors CD27 and CD28; (**c)** T cell adhesion marker: surface integrin ITGAE (CD103); (**d)** T cell growth factor IL2 and its receptor IL2RA responsible for T cell clonal expansion; (**e)** IFNG induced T cell recruitment/homing proteins: Chemoattractant molecules CXCL9 and CXCL10; (**f)** T cell cytotoxic proteins PRF1 and GZMB and an antagonist of cytolytic activity, CD96. (**g)** Immunosuppressive cytokines TGFB1 and IL10, Treg cell marker FOXP3 and the master negative regulator of immunity CTLA4.

**Figure 3:**
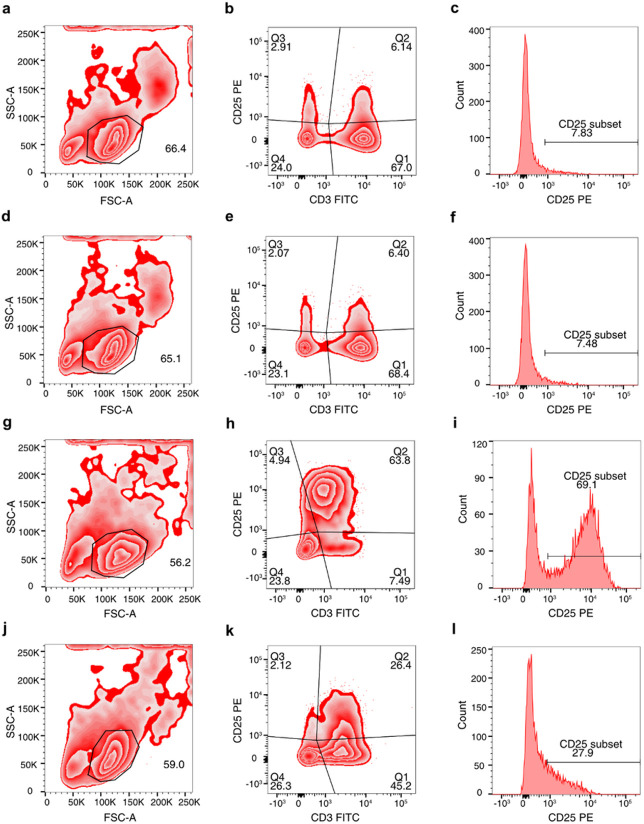
Inhibition of cell surface expression of IL2 receptor alpha (CD25) by BTP2. Peripheral blood mononuclear cells were incubated either alone (control), with 1000 nM BTP2, with PHA (2μg/ml), or with PHA (2μg/ml) + BTP2 (1000nM) for 16 hours at 37°C in 95% air and 5% CO_2_ atmosphere. At the end of incubation, the cells were washed and labeled with FITC mouse IgG2a isotype control mAb and PE IgG1 isotype control mouse mAb or FITC IgG2a mouse anti-human CD3 mAb and PE IgG1 mouse anti-human CD25 mAb. Flow cytometry data was acquired on a FACSCanto II using FACSDiva software (8.0.1) and the FCS files were analyzed using FlowJo 10.8.1 software. Fig. 3a, d, g, and j are contour plots based on cell size (forward scatter) and granularity (side scatter) of control PBMC (Fig. 3a), PBMC treated with BTP2 (Fig. 3d), PBMC+ PHA (Fig. 3G) or PBMC+PHA+BTP2 (Fig. 3j). Each contour plot shows the gates and the percentage of cells analyzed. Fig. 3b, f, h, and k are bivariate plots of gated PBMC from all four experimental and the cells segregated based on FITC CD3E florescence signal and PE CD25 florescence signal. The vertical line in the bivariate plots is based on corresponding isotype mAb labeling discriminating CD3E+ cells from CD3E− cells and the horizontal line is based on corresponding isotype mAb discriminating CD25+ cells from CD25− cells. Fig. 3p,f, i, and I are single color histograms of CD25+ cells from all four experiments conditions. The horizontal line indicates the percentage of CD25+ cells.

**Figure 4:**
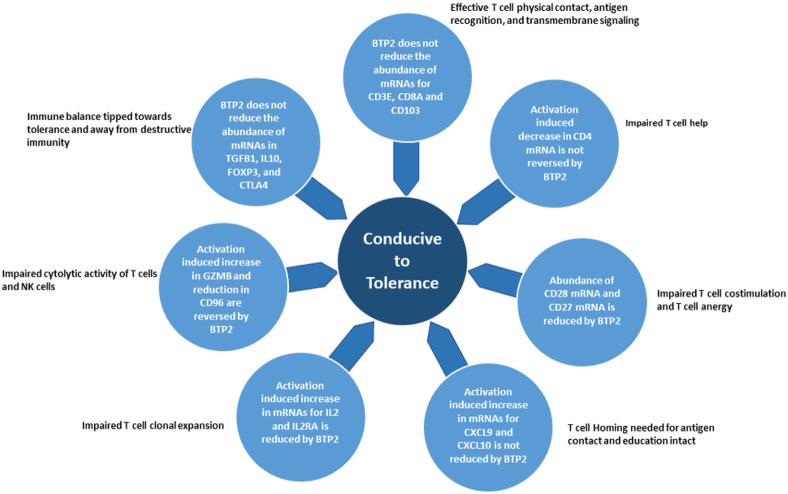
Potential consequences of BTP2 mediated selective modulation of gene expression in normal human PBMC. The lack of inhibitory effect of BTP2 on the expression of mRNAs for CD3E, CD8A, and CD103 should be permissive of physical contact, antigen recognition, and T cell signaling. BTP2 does not reverse activation induced decrease in mRNA for CD4 and this could lead to impaired helper cell function including T follicular helper cell function required for antibody production. Down regulation of mRNA for CD27 and CD28 by BTP2 should impair T cell co-stimulation and promote T cell anergy. T cell homing needed for antigen contact and education should proceed unhindered since BTP2 does not reduce activation induced up regulation of CXCL9 mRNA and CXCL10 mRNA. BTP2 mediated inhibition of activation induced mRNA for IL2 and mRNA for IL2RA is predicted to prevent T cell clonal expansion, a prerequisite for destructive immunity. BTP2 mediated reduction in mRNA for GZMB and the increase in CD96 are expected to impair cytolytic activity of T cells and NK cells. The lack of reduction by BTP2 of mRNAs for the immunosuppressive cytokines TGFB1 and IL10, and the lack of reduction by BTP2 of activation induced increase in mRNAs for the negative regulators of immunity, FOXP3 and CTLA4, are postulated to promotes tolerance. Collectively, BTP2 mediated selective modulation of gene expression in normal human PBMC is hypothesized to tip the immune balance towards tolerance and away from inflammation.

**Table 1:** Validation of differentially expressed mRNAs using preamplification enhanced RT-qPCR assays.

Gene	Treatment Condition	Experiment No.				Median	IQ25	IQ75	P	P (Pairwise comparison)		
		1	2	3	4					PBMC vs PBMC + BTP2	PBMC vs PBMC + PHA	PBMC + PHA vs PBMC + PHA + BTP2
18S	PBMC	5.9E + 09	2.3E + 10	3.6E + 10	2.9E + 10	2.6E + 10	1.9E + 10	3.1E + 10	0.82	0.89	0.89	0.51
	PBMC + BTP2	4.2E + 09	3.3E + 10	3.4E + 10	3.1E + 10	3.2E + 10	2.4E + 10	3.3E + 10				
	PBMC + PHA	1.5E + 10	2.6E + 10	3.1E + 10	1.8E + 10	2.2E + 10	1.7E + 10	2.7E + 10				
	PBMC + PHA + BTP2	2.3E + 10	2.3E + 10	3.6E + 10	2.6E + 10	2.5E + 10	2.3E + 10	2.9E + 10				
CD3E	PBMC	5.1E + 05	4.7E + 05	1.1E + 06	8.2E + 05	6.6E + 05	5.0E + 05	8.9E + 05	0.83	0.89	0.69	0.89
	PBMC + BTP2	3.4E + 05	9.0E + 05	6.7E + 05	7.3E + 05	7.0E + 05	5.9E + 05	7.8E + 05				
	PBMC + PHA	4.9E + 05	1.1E + 06	7.7E + 05	4.5E + 05	6.3E + 05	4.8E + 05	8.4E + 05				
	PBMC + PHA + BTP2	5.5E + 05	4.7E + 05	5.7E + 05	5.1E + 05	5.3E + 05	5.0E + 05	5.5E + 05				
CD4	PBMC	1.0E + 05	7.8E + 04	2.1E + 05	1.4E + 05	1.2E + 05	9.6E + 04	1.6E + 05	0.003	> 0.99	0.11	0.06
	PBMC + BTP2	6.1E + 04	1.8E + 05	1.2E + 05	1.5E + 05	1.4E + 05	1.1E + 05	1.6E + 05				
	PBMC + PHA	5.4E + 04	1.3E + 05	5.0E + 04	4.3E + 04	5.2E + 04	4.8E + 04	7.3E + 04				
	PBMC + PHA + BTP2	4.7E + 04	3.7E + 04	3.3E + 04	4.1E + 04	3.9E + 04	3.6E + 04	4.3E + 04				
CD8A	PBMC	2.1E + 05	2.2E + 05	3.3E + 05	1.4E + 05	2.1E + 05	1.9E + 05	2.5E + 05	0.95	0.69	>0.99	0.63
	PBMC + BTP2	1.6E + 05	4.0E + 05	1.8E + 05	1.3E + 05	1.7E + 05	1.5E + 05	2.4E + 05				
	PBMC + PHA	1.9E + 05	4.0E + 05	2.2E + 05	7.8E + 04	2.0E + 05	1.6E + 05	2.7E + 05				
	PBMC + PHA + BTP2	3.2E + 05	3.2E + 05	2.4E + 05	1.2E + 05	2.8E + 05	2.1E + 05	3.2E + 05				
CD27	PBMC	9.6E + 04	4.0E + 04	1.2E + 05	8.8E + 04	9.2E + 04	7.6E + 04	1.0E + 05	0.0002	0.34	0.11	0.03
	PBMC + BTP2	7.0E + 04	7.2E + 04	5.9E + 04	8.0E + 04	7.1E + 04	6.7E + 04	7.4E + 04				
	PBMC + PHA	1.4E + 05	2.2E + 05	1.9E + 05	9.5E + 04	1.6E + 05	1.3E + 05	2.0E + 05				
	PBMC + PHA + BTP2	3.5E + 04	2.5E + 04	1.0E + 04	2.3E + 04	2.4E + 04	2.0E + 04	2.7E + 04				
CD28	PBMC	2.3E + 04	2.4E + 04	5.8E + 04	2.9E + 04	2.6E + 04	2.4E + 04	3.6E + 04	0.02	0.89	0.03	0.03
	PBMC + BTP2	1.6E + 04	4.9E + 04	3.0E + 04	2.9E + 04	2.9E + 04	2.6E + 04	3.4E + 04				
	PBMC + PHA	8.7E + 04	1.1E + 05	6.6E + 04	6.6E + 04	7.7E + 04	6.6E + 04	9.2E + 04				
	PBMC + PHA + BTP2	4.4E + 04	2.6E + 04	4.4E + 04	2.7E + 04	3.5E + 04	2.6E + 04	4.4E + 04				
CD103 (ITGAE)	PBMC	1.4E + 03	4.6E + 03	6.5E + 03	3.2E + 03	3.9E + 03	2.7E + 03	5.1E + 03	0.13	0.89	0.06	0.11
	PBMC + BTP2	1.1E + 03	7.1E + 03	1.5E + 03	3.2E + 03	2.4E + 03	1.4E + 03	4.1E + 03				
	PBMC + PHA	6.7E + 02	2.2E + 03	5.9E + 02	8.9E + 02	7.8E + 02	6.5E + 02	1.2E + 03				
	PBMC + PHA + BTP2	3.7E + 03	4.9E + 03	7.7E + 02	2.5E + 03	3.1E + 03	2.1E + 03	4.0E + 03				
IL2	PBMC	2.5E + 02	2.7E + 02	5.3E + 02	3.1E + 02	2.9E + 02	2.6E + 02	3.7E + 02	< 0.0001	0.89	0.03	0.03
	PBMC + BTP2	1.6E + 02	3.4E + 02	4.0E + 02	3.4E + 02	3.4E + 02	2.9E + 02	3.5E + 02				
	PBMC + PHA	1.7E + 05	1.5E + 04	1.2E + 05	3.5E + 04	7.9E + 04	3.0E + 04	1.4E + 05				
	PBMC + PHA + BTP2	1.1E + 04	3.7E + 03	1.9E + 03	6.5E + 03	5.1E + 03	3.2E + 03	7.5E + 03				
IL2RA	PBMC	2.5E + 04	2.9E + 04	3.7E + 04	3.8E + 04	3.3E + 04	2.8E + 04	3.8E + 04	< 0.0001	0.03	0.03	0.03
	PBMC + BTP2	6.6E + 03	2.2E + 04	9.9E + 03	2.4E + 04	1.6E + 04	9.1E + 03	2.2E + 04				
	PBMC + PHA	4.1E + 06	4.9E + 06	5.4E + 06	4.2E + 06	4.5E + 06	4.1E + 06	5.1E + 06				
	PBMC + PHA + BTP2	1.7E + 06	5.4E + 05	8.2E + 05	1.0E + 06	9.3E + 05	7.5E + 05	1.2E + 06				
IFNG	PBMC	2.4E + 02	2.1E + 02	5.3E + 02	5.1E + 02	3.7E + 02	2.3E + 02	5.1E + 02	0.0001	0.34	0.03	0.11
	PBMC + BTP2	1.6E + 02	2.0E + 02	3.3E + 02	2.6E + 02	2.3E + 02	1.9E + 02	2.8E + 02				
	PBMC + PHA	5.0E + 05	2.9E + 05	8.5E + 05	2.4E + 05	3.9E + 05	2.7E + 05	5.9E + 05				
	PBMC + PHA + BTP2	1.9E + 05	1.3E + 04	3.3E + 05	1.1E + 04	1.0E + 05	1.3E + 04	2.3E + 05				
CXCL9	PBMC	1.7E + 04	1.8E + 04	2.3E + 04	1.4E + 04	1.8E + 04	1.6E + 04	1.9E + 04	< 0.0001	0.03	0.03	> 0.99
	PBMC + BTP2	1.1E + 03	1.3E + 03	2.7E + 02	3.1E + 02	6.9E + 02	3.0E + 02	1.1E + 03				
	PBMC + PHA	1.7E + 06	1.7E + 06	2.8E + 06	1.2E + 06	1.7E + 06	1.5E + 06	2.0E + 06				
	PBMC + PHA + BTP2	2.9E + 06	2.3E + 05	4.1E + 06	3.6E + 05	1.7E + 06	3.3E + 05	3.2E + 06				
CXCL10	PBMC	3.4E + 03	1.2E + 04	1.8E + 04	1.5E + 04	1.3E + 04	9.5E + 03	1.6E + 04	0.0009	0.69	0.03	0.89
	PBMC + BTP2	5.3E + 02	1.6E + 04	1.3E + 04	6.1E + 03	9.6E + 03	4.7E + 03	1.4E + 04				
	PBMC + PHA	7.8E + 04	2.2E + 05	1.3E + 06	3.1E + 05	2.7E + 05	1.8E + 05	5.5E + 05				
	PBMC + PHA + BTP2	2.7E + 05	3.2E + 04	2.9E + 06	1.4E + 05	2.1E + 05	1.1E + 05	9.4E + 05				
CXCR3	PBMC	3.5E + 04	1.2E + 05	1.7E + 05	6.8E + 04	9.4E + 04	5.9E + 04	1.3E + 05	0.78	0.89	0.69	0.49
	PBMC + BTP2	2.7E + 04	2.3E + 05	1.2E + 05	6.6E + 04	9.1E + 04	5.6E + 04	1.5E + 05				
	PBMC + PHA	6.6E + 04	2.7E + 05	1.5E + 05	8.5E + 04	1.1E + 05	8.0E + 04	1.8E + 05				
	PBMC + PHA + BTP2	6.7E + 04	9.4E + 04	8.7E + 04	4.7E + 04	7.7E + 04	6.2E + 04	8.9E + 04				
PRF1	PBMC	1.8E + 05	6.3E + 04	1.8E + 05	1.7E + 05	1.8E + 05	1.5E + 05	1.8E + 05	0.0007	0.69	0.03	0.49
	PBMC + BTP2	1.2E + 05	1.2E + 05	1.2E + 05	1.8E + 05	1.2E + 05	1.2E + 05	1.4E + 05				
	PBMC + PHA	5.9E + 05	8.7E + 05	6.7E + 05	4.4E + 05	6.3E + 05	5.5E + 05	7.2E + 05				
	PBMC + PHA + BTP2	7.9E + 05	4.0E + 05	6.1E + 05	3.9E + 05	5.0E + 05	3.9E + 05	6.6E + 05				
GZMB	PBMC	8.3E + 04	2.8E + 04	5.9E + 04	4.8E + 04	5.3E + 04	4.3E + 04	6.5E + 04	< 0.0001	0.34	0.03	0.03
	PBMC + BTP2	5.9E + 04	4.5E + 04	2.7E + 04	3.8E + 04	4.1E + 04	3.5E + 04	4.9E + 04				
	PBMC + PHA	2.2E + 06	3.1E + 06	4.0E + 06	1.6E + 06	2.7E + 06	2.1E + 06	3.3E + 06				
	PBMC + PHA + BTP2	1.3E + 06	4.5E + 05	3.3E + 05	2.9E + 05	3.9E + 05	3.2E + 05	6.7E + 05				
TGFB1	PBMC	2.7E + 05	2.8E + 05	3.9E + 05	2.3E + 05	2.7E + 05	2.6E + 05	3.1E + 05	0.04	0.49	0.06	>0.99
	PBMC +	1.9E	5.1E	2.7E	2.2E	2.4E +	2.1E	3.3E				
	BTP2	+ 05	+ 05	+ 05	+ 05	05	+ 05	+ 05				
	PBMC + PHA	5.0E + 05	8.2E + 05	5.6E + 05	3.0E + 05	5.3E + 05	4.5E + 05	6.3E + 05				
PBMC + PHA + BTP2	7.0E + 05	4.3E + 05	6.4E + 05	3.4E + 05	5.4E + 05	4.1E + 05	6.6E + 05
IL10	PBMC	2.2E + 03	7.9E + 03	8.8E + 03	9.6E + 03	8.4E + 03	6.5E + 03	9.0E + 03	0.0009	0.89	0.03	0.69
	PBMC + BTP2	1.3E + 03	2.5E + 04	6.0E + 03	1.2E + 04	9.2E + 03	4.8E + 03	1.6E + 04				
	PBMC + PHA	1.7E + 05	1.4E + 05	1.2E + 05	5.2E + 04	1.3E + 05	1.0E + 05	1.5E + 05				
	PBMC + PHA + BTP2	6.9E + 04	1.7E + 05	2.5E + 04	8.1E + 04	7.5E + 04	5.8E + 04	1.0E + 05				
FOXP3	PBMC	1.4E + 04	8.2E + 03	8.0E + 03	7.8E + 03	8.1E + 03	7.9E + 03	9.7E + 03	0.0012	0.69	0.03	0.11
	PBMC + BTP2	3.7E + 03	8.7E + 03	4.7E + 03	9.2E + 03	6.7E + 03	4.4E + 03	8.9E + 03				
	PBMC + PHA	4.4E + 04	8.1E + 04	2.5E + 04	4.5E + 04	4.4E + 04	3.9E + 04	5.4E + 04				
	PBMC + PHA + BTP2	3.3E + 04	1.3E + 04	1.2E + 04	2.7E + 04	2.0E + 04	1.3E + 04	2.9E + 04				
CTLA4	PBMC	2.9E + 03	1.0E + 04	1.5E + 04	1.4E + 04	1.2E + 04	8.2E + 03	1.4E + 04	0.0004	0.89	0.03	0.20
	PBMC + BTP2	2.1E + 03	1.8E + 04	7.1E + 03	1.2E + 04	9.3E + 03	5.9E + 03	1.3E + 04				
	PBMC + PHA	3.4E + 04	2.9E + 05	1.7E + 05	1.8E + 05	1.8E + 05	1.4E + 05	2.1E + 05				
	PBMC + PHA + BTP2	3.0E + 04	1.4E + 05	1.4E + 05	1.3E + 05	1.3E + 05	1.0E + 05	1.4E + 05				

Peripheral blood mononuclear cells (PBMC, 1x10^6^ cells/ml of RPMI 1640+ 5% heat inactivated fetal bovine serum) were incubated without BTP2 or PHA (PBMC), with 1000 nM BTP2 (PBMC + BTP2), with 2 μg/ml PHA (PBMC + PHA), or with 1000 nM BTP2 + 2 μg/ml PHA (PBMC + PHA + BTP2) for 16 hours at 37°C in 95% air and 5% CO_2_ atmosphere. At the end of incubation, total RNA was isolated from PBMC, reverse transcribed to cDNA and absolute copy number of mRNA was quantified using the preamplification enhanced RT-qPCR assay. The sequence and location of the oligonucleotide primers and gene specific TaqMan probes designed at the Weill Cornell Medicine Gene Expression Monitoring Core, NY to quantify transcripts are listed in Supplementary Table S5. Absolute copy number of 18S rRNA per microgram of total RNA and absolute copy number of mRNA per microgram of total RNA from each experimental condition and from the four consecutive experiments are shown along with the median and 25^th^ and 75^th^ percentile copy numbers.

† P values calculated using Kruskal-Wallis test of no differences in mRNA copy number (dependent variable) among the PBMC incubated without BTP2 or PHA, PBMC incubated with 1000 nM BTP2, PBMC incubated with 2 μg/ml PHA or PBMC incubated with 1000 nM BTP2+ 2 μg/ml PHA groups.

‡ P values calculated using Mann-Whitney test of no difference between two groups.

**Table 2a:** Inhibition of PHA-induced cell surface expression of IL2 receptor alpha (CD25) by BTP2: Individual experiments*

Experiment	PBMC		PBMC + BTP2		PBMC + PHA		PBMC + PHA + BTP2	
	Percentage	MCF	Percentage	MCF	Percentage	MCF	Percentage	MCF
Exp. 1	6.82	1633	7.54	1591	55.9	7629	31.4	2865
Exp. 2	7.83	1639	7.48	1402	69.1	7397	27.9	1728
Exp. 3	6.81	1652	7.57	1606	68.2	4316	21.6	1588
Exp. 4	8.8	1501	8.28	1636	78.2	7834	36.2	2400

**Table 2b:** Inhibition of PHA-induced cell surface expression of IL2 receptor alpha (CD25) by BTP2: Four consecutive experiments*

PBMC	PBMC + BTP2	PBMC + PHA	PBMC + PHA + BTP2	P Value^†^		P Value^‡^ PBMC Vs.	P Value^‡^ PBMC + BTP2 Vs.	P Value^‡^ PBMC + PHAVs.	P Value^‡^ PBMC + PHA + BTP2 Vs.
(n = 4)	(n = 4)	(n = 4)	(n = 4)						
Percentage of CD25 Positive PBMC Median (25th and 75th percentile)									
7.33	7.56	68.65	29.65	< 0.0001	PBMC	-	-	-	
					PBMC + BTP2	0.89	-	-	0.03
(6.81 – 8.8)	(7.48 – 8.28)	(55.9 – 78.2)	(21.6 – 36.2)		PBMC + PHA	0.03	0.03	-	0.03
					PBMC + PHA + BTP2	0.03	0.03	0.03	-
MCF of CD25 Positive PBMC Median (25th and 75th percentile)									
1636	1599	7513	2064	0.003	PBMC	-	-	-	0.2
					PBMC + BTP2	0.34	-	-	0.2
(1501 – 1652)	(1402 – 1636)	(4316 – 7834)	(1588 – 2865)		PBMC + PHA	0.03	0.03	-	0.03
					PBMC + PHA + BTP2	0.2	0.2	0.03	-

* Peripheral blood mononuclear cells (PBMC, 1x10^6^ cells/ml of RPMI 1640 + 5% heat inactivated fetal bovine serum) were incubated without BTP2 or PHA (PBMC), with 1000 nM BTP2 (PBMC + BTP2), with 2 μg/ml PHA (PBMC + PHA), or with 1000 nM BTP2 + 2 μg/ml PHA (PBMC + PHA + BTP2) for 16 hours at 37°C in 95% air and 5% CO_2_ atmosphere. At the end of incubation, the cells were washed and labeled with FITC-IgG2a isotype control mAb and PE IgG1 isotype control mAb or FITC IgG2a mouse anti-human CD3 mAb and PE IgG1 mouse anti-human CD25 mAb. Flow cytometry data were acquired on a FACSCanto II using FACSDiva software (8.0.1) and the FCS files were analyzed using FlowJo 10.8.1 software. The percentage and the mean channel fluorescence (MCF) of CD25 positive cells from each experiment (Table 2A) and the median (25th and 75th percentile) values from 4 consecutive experiments (Table 2B) are shown.

† P values calculated using Kruskal-Wallis test of no differences in the percentage or MCF of CD25 positive cells (dependent variable) among the PBMC incubated without BTP2 or PHA (PBMC), PBMC incubated with 1000 nM BTP2, PBMC incubated with 2 μg/ml PHA or PBMC incubated with 1000 nM BTP2 + 2 μg/ml PHA groups.

‡ P values calculated using Mann-Whitney test of no difference in the percentage or MCF of CD25 positive cells (dependent variable) between two groups.

## Data Availability

Data reported in this manuscript will be made available upon request. Count matrices containing gene expression counts for all samples have been made available as Supplementary Table S3. Metadata and alignment statistics for all samples have been made available as Supplementary Table S4. Data supporting the findings in this study are included in the main article and associated files. **The RNA sequencing datasets generated and analyzed during the current study are available in the** NCBI’s Gene Expression Omnibus under the accession number GSE226570 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226570). The secure token to access GSE226570 while it remains in private status is: idadgmigdhidhsb.

## References

[1] TrebakM., KinetJ.P. Calcium signalling in T cells. Nat. Rev. Immunol 19(3), 154–169. DOI: 10.1038/S41577-018-0110-7 (2019).30622345PMC6788797

[2] DolmetschR.E., XuK., LewisR.S. Calcium oscillations increase the efficiency and specificity of gene expression. Nature 392(6679), 933–6. DOI: 10.1038/31960 (1998).9582075

[3] SuthanthiranM. A novel model for antigen-dependent activation of normal human T cells. Transmembrane signaling by crosslinkage of the CD3/T cell receptor-alpha/beta complex with the cluster determinant 2 antigen. J. Exp. Med. 171(6), 1965–79. DOI: 10.1084/jem.171.6.1965 (1990).1972176PMC2187964

[4] SehajpalP.K., SharmaV.K., IngulliE., StenzelK.H., SuthanthiranM. Synergism between the CD3 antigen- and CD2 antigen-derived signals. Exploration at the level of induction of DNA-binding proteins and characterization of the inhibitory activity of cyclosporine. Transplantation 55(5), 1118–24. DOI: 10.1097/00007890-199305000-00035 (1993).8098881

[5] BerridgeM.J., IrvineR.F. Inositol trisphosphate, a novel second messenger in cellular signal transduction. Nature 312(5992), 315–21. DOI: 10.1038/312315a0 (1984).6095092

[6] StrebH., IrvineR.F., BerridgeM.J., SchulzI. Release of Ca2 + from a nonmitochondrial intracellular store in pancreatic acinar cells by inositol-1,4,5-trisphosphate. Nature 306(5938), 67–9. DOI: 10.1038/306067a0 (1983).6605482

[7] BerridgeM.J., IrvineR.F. Inositol phosphates and cell signalling. Nature 341(6239), 197–205. DOI: 10.1038/341197a0 (1989).2550825

[8] PutneyJ.W.Jr. Receptor-regulated calcium entry. Pharmacol. Ther. 48(3), 427 – 34. DOI: 10.1016/0163-7258(90)90059-b (1990).1982181

[9] LiouJ. STIM is a Ca2 + sensor essential for Ca2+-store-depletion-triggered Ca2 + influx. Curr. Biol. 15(13), 1235–41. DOI: 10.1016/j.cub.2005.05.055 (2005).16005298PMC3186072

[10] HoganP.G., LewisR.S., RaoA. Molecular basis of calcium signaling in lymphocytes: STIM and ORAI. Annu. Rev. Immunol. 28, 491–533. DOI: 10.1146/annurev.immunol.021908.132550 (2010).20307213PMC2861828

[11] PrakriyaM., LewisR.S. Store-Operated Calcium Channels. Physiol. Rev. 95(4), 1383 – 436. DOI: 10.1152/physrev.00020.2014 (2015).26400989PMC4600950

[12] TaylorC.W., MachacaK. IP(3) receptors and store-operated Ca(2+) entry: a license to fill. Curr. Opin. Cell Biol. 57,1–7. DOI: 10.1016/j.ceb.2018.10.001 (2019).30368032

[13] MacianF. NFAT proteins: key regulators of T-cell development and function. Nat. Rev. Immunol. 5(6), 472–84. DOI: 10.1038/nri1632 (2005).15928679

[14] BerryC.T., MayM.J., FreedmanB.D. STIM-and Orai-mediated calcium entry controls NF-kappaB activity and function in lymphocytes. Cell Calcium 74, 131–143. DOI: 10.1016/j.ceca.2018.07.003 (2018).30048879PMC6415950

[15] FeskeS. A mutation in Orai1 causes immune deficiency by abrogating CRAC channel function. Nature 441(7090), 179–85. DOI: 10.1038/nature04702 (2006).16582901

[16] YuF. Novel ORAI1 Mutation Disrupts Channel Trafficking Resulting in Combined Immunodeficiency. J. Clin. Immunol. 41(5), 1004–1015. DOI: 10.1007/s10875-021-01004-8 (2021).33650027PMC8249264

[17] PicardC. STIM1 mutation associated with a syndrome of immunodeficiency and autoimmunity. N. Engl. J. Med. 360(19), 1971–80. DOI: 10.1056/NEJMoa0900082 (2009).19420366PMC2851618

[18] VaethM., FeskeS. Ion channelopathies of the immune system. Curr. Opin. Immunol. 52, 39–50. DOI:10.1016/j.coi.2018.03.021 (2018).29635109PMC6004246

[19] YuF. Chronic reduction of store operated Ca(2+) entry is viable therapeutically but is associated with cardiovascular complications. J. Physiol. 600(22), 4827–4848. DOI: 10.1113/JP283811 (2022).36181482

[20] DjuricS.W. 3,5-Bis(trifluoromethyl)pyrazoles: a novel class of NFAT transcription factor regulator. J. Med. Chem. 43(16), 2975–81. DOI: 10.1021/jm990615a (2000).10956206

[21] TakezawaR. A pyrazole derivative potently inhibits lymphocyte Ca2 + influx and cytokine production by facilitating transient receptor potential melastatin 4 channel activity. Mol. Pharmacol. 69(4), 1413–20. DOI: 10.1124/mol.105.021154 (2006).16407466

[22] MuthukumarT. Messenger RNA for FOXP3 in the urine of renal-allograft recipients. N. Engl. J. Med. 353(22),2342–51. DOI: 10.1056/NEJMoa051907 (2005).16319383

[23] LubetzkyM.L., SalinasT., SchwartzJ.E., SuthanthiranM. Urinary Cell mRNA Profiles Predictive of Human Kidney Allograft Status. Clin. J. Am. Soc. Nephrol. 16(10), 1565–1577. DOI: 10.2215/CJN.14010820 (2021).33906907PMC8499006

[24] NissaisorakarnV., LeeJ.R., LubetzkyM.L., SuthanthiranM. Urine biomarkers informative of human kidney allograft rejection and tolerance. Hum. Immunol. 79(5), 343–355. DOI: 10.1016/j.humimm.2018.01.006 (2018).29366869

[25] MillerK. The stimulation of human B and T lymphocytes by various lectins. Immunobiology 165(2), 132 – 46. DOI: 10.1016/S0171-2985(83)80055-2 (1983).6354918

[26] BeinkeC., PortM., LamkowskiA., AbendM. Comparing seven mitogens with PHA-M for improved lymphocyte stimulation in dicentric chromosome analysis for biodosimetry. Radiat. Prot. Dosimetry 168(2), 235–41. DOI: 10.1093/rpd/ncv286 (2016).25958413PMC4884885

[27] ReinherzE.L. Antigen recognition by human T lymphocytes is linked to surface expression of the T3 molecular complex. Cell 30(3), 735 – 43. DOI: 10.1016/0092-8674(82)90278-1 (1982).6982759

[28] MeuerS.C. Clonotypic structures involved in antigen-specific human T cell function. Relationship to the T3 molecular complex. J. Exp. Med. 157(2), 705–19. DOI: 10.1084/jem.157.2.705 (1983).6185617PMC2186929

[29] JanewayC.A.Jr. The T cell receptor as a multicomponent signalling machine: CD4/CD8 coreceptors and CD45 in T cell activation. Annu. Rev. Immunol. 10, 645–74. DOI: 10.1146/annurev.iy.10.040192.003241 (1992).1534242

[30] MuellerD.L., JenkinsM.K., SchwartzR.H. An accessory cell-derived costimulatory signal acts independently of protein kinase C activation to allow T cell proliferation and prevent the induction of unresponsiveness. J. Immunol. 142(8), 2617–28 (1989).2522963

[31] JenkinsM.K., TaylorP.S., NortonS.D., UrdahlK.B. CD28 delivers a costimulatory signal involved in antigen-specific IL-2 production by human T cells. J. Immunol. 147(8), 2461–6 (1991).1717561

[32] ApplemanL.J., BoussiotisV.A. T cell anergy and costimulation. Immunol. Rev. 192, 161–80. DOI: 10.1034/j.1600-065x.2003.00009.x (2003).12670403

[33] SmithK.A. Interleukin-2: inception, impact, and implications. Science 240(4856), 1169–76. DOI: 10.1126/science.3131876 (1988).3131876

[34] MalekT.R., CastroI. Interleukin-2 receptor signaling: at the interface between tolerance and immunity. Immunity 33(2), 153 – 65. DOI: 10.1016/j.immuni.2010.08.004 (2010).20732639PMC2946796

[35] WheelockE.F. Interferon-Like Virus-Inhibitor Induced in Human Leukocytes by Phytohemagglutinin. Science 149(3681), 310–1. DOI: 10.1126/science.149.3681.310 (1965).17838106

[36] LiraS.A, FurtadoG.C. The biology of chemokines and their receptors. Immunol Res 54(1–3), 111 – 20. DOI: 10.1007/s12026-012-8313-7 (2012).22466932PMC4115270

[37] SchenkA.D., RosenblumJ.M., FairchildR.L. Chemokine-directed strategies to attenuate allograft rejection. Clin. Lab Med. 28(3), 441 – 54, vii. DOI: 10.1016/j.cll.2008.07.004 (2008).19028262PMC2632546

[38] GeorgievH, RavensI, PapadogianniG, BernhardtG. Coming of Age: CD96 Emerges as Modulator of Immune Responses. Front Immunol. 9, 1072. DOI: 10.3389/fimmu.2018.01072 (2018).29868026PMC5966540

[39] MittalD. CD96 Is an Immune Checkpoint That Regulates CD8(+) T-cell Antitumor Function. Cancer Immunol Res 7(4), 559–571. DOI: 10.1158/2326-6066.CIR-18-0637 (2019).30894377PMC6445751

[40] WalkerL.S. Treg and CTLA-4: two intertwining pathways to immune tolerance. J. Autoimmun 45(100):49–57. DOI: 10.1016/j.jaut.2013.06.006 (2013).23849743PMC3989116

[41] MurakamiN., RiellaL.V. Co-inhibitory pathways and their importance in immune regulation. Transplantation 98(1), 3–14. DOI: 10.1097/TP.0000000000000169 (2014).24978034

[42] GracaL., CobboldS.P., WaldmannH. Identification of regulatory T cells in tolerated allografts. J. Exp. Med. 195(12), 1641–6. DOI: 10.1084/jem.20012097 (2002).12070291PMC2193557

[43] KawaiT. HLA-mismatched renal transplantation without maintenance immunosuppression. N. Engl. J. Med. 358(4), 353–61. DOI: 10.1056/NEJMoa071074 (2008).18216355PMC2819046

[44] LeeJ. Tolerant Kidney Transplant Recipients Display a Unique CTLA-4 Dominant Urinary Cell mRNA Signature. Transplantation 106(9S), 44. DOI: 10.1097/01.tp.0000885464.51550.4d (2022).

[45] CourjaretR., DibM., MachacaK. Spatially restricted subcellular Ca(2+) signaling downstream of store-operated calcium entry encoded by a cortical tunneling mechanism. Sci. Rep. 8(1), 11214. DOI: 10.1038/S41598-018-29562-9 (2018).30046136PMC6060099

[46] OhgaK., TakezawaR., ArakidaY., ShimizuY., IshikawaJ. Characterization of YM-58483/BTP2, a novel store-operated Ca2 + entry blocker, on T cell-mediated immune responses in vivo. Int. Immunopharmacol 8(13–14), 1787–92. DOI: 10.1016/j.intimp.2008.08.016 (2018).18793756

[47] ZhangW., QiZ., WangY. BTP2, a Store-Operated Calcium Channel Inhibitor, Attenuates Lung Ischemia-Reperfusion Injury in Rats. Inflammation 40(3), 778–787. DOI: 10.1007/s10753-017-0522-8 (2017).28168659

[48] QiZ. The Central Analgesic Mechanism of YM-58483 in Attenuating Neuropathic Pain in Rats. Cell Mol Neurobiol. 36(7), 1035–43. DOI: 10.1007/s10571-015-0292-5 (2016).26514127PMC11482431

[49] YoshinoT. YM-58483, a selective CRAC channel inhibitor, prevents antigen-induced airway eosinophilia and late phase asthmatic responses via Th2 cytokine inhibition in animal models. Eur. J. Pharmacol. 560, 225–33. DOI: 10.1016/j.ejphar.2007.01.012 (2007).17307161

[50] OhgaK. The suppressive effects of YM-58483/BTP-2, a store-operated Ca2 + entry blocker, on inflammatory mediator release in vitro and airway responses in vivo. Pulm. Pharmacol Ther. 21, 360–9. DOI: 10.1111/bph.13104 (2008).17977764

[51] DobinA STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29(1),15–21. doi: 10.1093/bioinformatics/bts635 (2013)23104886PMC3530905

[52] LoveM.I., HuberW. & AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-8 (2014).25516281PMC4302049

[53] RitchieM.E. limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research 43(7), e47. DOI: 10.1093/nar/gkv007 (2015).25605792PMC4402510

[54] ZhuA., IbrahimJ.G., LoveM.I.. Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics 35(12), 2084–2092 DOI: 10.1093/bioinformatics/bty895 (2019).30395178PMC6581436

How the deposited data were processed for this re-analysis (not part of the article)

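Polyadenylated RNA of peripheral blood mononuclear cells (PBMC) from 4 healthy volunteers was sequenced after 16 hours in 4 conditions: control PBMC with the solvent DMSO, PBMC + BTP2 (1000 nM), PBMC + PHA (2 µg/ml) and PBMC + PHA + BTP2. Each of the 4 donors gave 1 library to every condition, 16 libraries in all, so the donor numbers of the labels pair the samples, and the correlation of donor deviations between conditions was checked.

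The authors prepared libraries with a kit that does not keep the strand, sequenced paired reads of 100 bases, aligned them to GRCh37 (hg19) with STAR and counted reads per gene. They then worked with DESeq2 on these counts, removed genes with few copies over all samples, used variance-stabilized values for clustering, corrected these for batch with limma and shrank fold changes with apeglm. The deposited values are raw counts per gene symbol, whole numbers with no normalization, and 0 columns were left unused. The paper's text does not name the gene annotation behind the counts or the batch that was corrected, and its supplementary tables were not at hand. Gene positions are those of GRCh37 in a current annotation, matched by symbol. The table held 26334 symbols, of which 22122 had at least 1 count. XIST, TSIX and genes of the Y chromosome (108 symbols) were left out of every step because the donors are persons. Another 28 symbols had been turned into dates by a spreadsheet and held 0.24% of the counts. They were kept in the totals and tests but are not named.

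Total counts per library ranged from 26564944 to 44709814 (median 34591866). Pairs of libraries of 1 condition, each of another donor, differed by 48.2 to 562 times the variance of counting alone (chi-square per degree of freedom). The highest ratios, 509 and 562, were in the 2 BTP2 conditions, which hold the out-of-place libraries. In control PBMC the ratios were 51.7 to 185 and in PBMC + PHA 66.7 to 150. The spread between libraries of different donors, and not depth, thus limits precision for abundant genes. Reads without molecular identifiers are not independent molecules. Genes close in sequence, such as XCL1 and XCL2, CCL3 and CCL4 and their copies, FCGR3A and FCGR3B, GZMB and GZMH and the HLA class II genes, may share reads, and with no strand kept, reads of a gene and an overlapping antisense gene cannot be told apart.

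The 19236 genes with at least 10 counts over all libraries were tested in R 4.3.3 with edgeR 4.0.16: TMM scaling, quasi-likelihood fit (glmQLFit and glmQLFTest) with the 4 conditions and no donor term, all 16 libraries, and Benjamini-Hochberg adjustment over all genes tested. Counts of changed genes use an absolute log2 fold change over 1 and an adjusted p under 0.01, and a single named gene is called at an adjusted p under 0.05. The 5 comparisons were PBMC + PHA with control PBMC, PBMC + PHA + BTP2 with PBMC + PHA, PBMC + BTP2 with control PBMC, PBMC + PHA + BTP2 with control PBMC, and the difference between the effects of BTP2 with and without PHA. CPM are counts scaled by TMM to a common library size. The quasi-likelihood test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of the F statistic, an approximation that is rough for genes near 0 counts. Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 36 lists of 1 comparison, and again with an estimated correlation. With the preset correlation 17 lists were higher and 5 lower with PHA, and 5 higher and 9 lower with BTP2 in PHA-stimulated PBMC. With the estimated correlation 0, 0, 0 and 2 were, the last being DNA replication and mitosis. Lists among strongly raised genes were tested with Fisher's exact test. Principal components came from variance-stabilized counts of the 500 most variable genes (DESeq2 1.42.0). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

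Named genes are all genes named in the paper's results, and by rule the 10 raised and 10 lowered genes with the largest log2 fold change for PHA and for BTP2 in PHA-stimulated PBMC (5 and 5 for BTP2 alone), among genes at an adjusted p under 0.01 that moved the same way in 4 of 4 donors and had at least 5 CPM in the higher condition. BTP2 alone gave 0 such genes. Members of the gene lists serve as examples. The paper's values for its named genes had been seen when the rule was set. IFNG and IL2 count under both parts of the rule.

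The 36 lists cover CRAC channel subunits, other channels BTP2 acts on, calcium transport, calmodulin, calcineurin and NFAT, T cell cytokines, interferon gamma and type I interferon responses, other chemokines, monokines, cytotoxic effectors, co-inhibitory and co-stimulatory receptors and ligands, regulatory T cell genes, activation-induced transcription factors, anergy-associated genes, helper T cell subset genes, IL2 and JAK-STAT signaling, the G1/S transition, DNA replication, mitosis, glycolysis, serine and one-carbon metabolism, cholesterol synthesis, ribosome biogenesis, the unfolded protein response, HLA class II and antigen presentation, T cell markers, naive and resting T cell genes, and markers of B cells, plasma cells, NK cells, monocytes, dendritic cells, granulocytes, platelets and erythroid cells.

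The tests were run on simulated data with the depths, the spread and the group sizes of these libraries and 200 changed genes. With the spread of the 16 libraries, edgeR recovered 4% of the genes changed 2-fold, 58% of those changed 4-fold, 96% at 8-fold and 94% at 16-fold in the comparison of PBMC + PHA with control PBMC, with 1 false call, and DESeq2 recovered 26%, 76%, 98% and 96% with 14 false calls. For BTP2 in PHA-stimulated PBMC edgeR recovered 6%, 56%, 84% and 88% with 0 false calls, and 28%, 80%, 90% and 100% with the spread without the 2 libraries. Genes changed 2-fold lie on the fold threshold for a call, so their recovery is limited by that threshold as well as by the spread. A simulated raised list was recovered by camera in each comparison, and 0 unchanged lists were called. The simulated genes were drawn independently of each other and with no effect of donor. These runs therefore cannot tell whether the preset correlation is high enough for real lists. The 2 out-of-place libraries entered them only as a wider spread of each gene.

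Of the 16 libraries, 2 correlated best with libraries of another condition, 1 in each BTP2 condition. Control PBMC and PBMC + BTP2 were taken as 1 condition for this count. Main values keep all libraries as labelled. Alternatives set in advance were DESeq2 with its size factors, with normal-prior shrinkage and with donor as a block, donor as a block in edgeR and in camera, RLE, library size only and upper quartile scaling, no filter and filterByExpr, only the libraries compared, thinned counts, a robust fit, each donor and each library left out in turn, other thresholds, divided PBMC + PHA libraries for the overlap, and for the principal components all genes, log2 CPM, the regularized log and donor removed as a batch. Fits without the 2 libraries, alone, with donor as a block and with DESeq2, were added after seeing the data. Shrinkage with apeglm was not run because the package was not available.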

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

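The tests of explanations given here were chosen after the results they bear on had been seen. In 11 of 100 pairs of a gene and a condition, 1 library stood apart from the other 3 of its condition, where chance gives about 5%. Of these 11, 10, over 8 genes, were in the 2 libraries that correlated best with another group. In PBMC + BTP2 the library that stood apart was the highest, at 672 CPM for IL2RA, 970 CPM for CXCL9, 172 CPM for IFNG, 589 CPM for GZMB, 184 CPM for CTLA4, 46.9 CPM for FOXP3 and 3.71 CPM for IL2, and the lowest, at 17 CPM, for MEGF6. In PBMC + PHA + BTP2 it was the lowest, at 6.61 CPM for IL2RA and 11.2 CPM for CTLA4. In PBMC + PHA the highest library for CXCL10, at 812 CPM, stood apart and is not 1 of the 2.

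Of the 16 libraries 2 correlated best with libraries of another condition, with the 2 unstimulated conditions taken as 1. There was 1 in each BTP2 condition, and these 2 may have been exchanged, since an exchange needs a library out of place in both. The count does not tell whether the library labelled PBMC + PHA + BTP2 was nearer to control PBMC or to PBMC + BTP2. Mixed RNA of both cultures is argued against: in 0 of the 2 libraries did the 50 genes most specific for the condition on the label exceed the range of the other libraries of the condition they lie with (4.99 to 11.4% of the level in the label's reference condition for genes lowered by PHA and 3.03 to 5.02% for genes raised by PHA). Cells of 1 donor that answered BTP2 and PHA + BTP2 in the opposite way cannot be told apart from an exchange by the deposited counts, since both leave the donor's 2 libraries without BTP2 with their own conditions, as was seen (0 of them lay elsewhere). In 4 of 4 experiments of the paper's Tables 1 and 2a, IL2RA copies and the share of CD25-positive cells are higher with PHA + BTP2 than with BTP2 alone, and its methods state that aliquots of the PBMC retrieved went to RNA isolation and to flow cytometry. The paper also states for its Fig. 1b and 1c that samples of all 4 volunteers clustered by condition, where those of a donor who answered in the opposite way would have lain apart. Both argue against such a donor. No value of the deposited table decides it by itself, and the paper does not say that the 16 libraries come from the experiments of Tables 1 and 2a. No biological explanation beyond that of the donor was tested.

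With BTP2 in PHA-stimulated PBMC, 30 of 32 genes of DNA replication and 18 of 24 genes of mitosis were lower, a signal the paper does not discuss gene by gene. Scaling of the libraries is argued against as the cause, since of these 56 genes 48 were lower with TMM scaling and at least 47 under RLE, library size only and upper quartile scaling. A lower share of T cells is argued against as the whole cause, since the 13 T cell markers had a median log2 fold change of 0.04 (SD 0.58) where the 56 genes had -1.82, both without the 2 libraries. A change in the cells themselves with BTP2 remains open as a hypothesis, found and tested on the same data.

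With PHA 12 of 14 monocyte markers were lower, and with BTP2 in PHA-stimulated PBMC 10 of them were higher. A lower share of monocytes is argued against as the whole cause of the fall, since it would lower the abundant markers alike, and the 7 markers above 100 CPM in control PBMC differed by up to 7.92 on the log2 scale (standard error 1.87), from -0.84 for S100A9 to -8.75 for FCN1. Scaling is argued against, since the median log2 fold change of the 14 markers was -3.24 or lower under RLE, library size only and upper quartile scaling. A change in gene expression within monocytes stays open, and 9 of 12 monokines were higher with PHA in the same libraries.

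The difference between the effects of BTP2 with and without PHA was tested with edgeR for the genes named in the paper, and passed at an adjusted p under 0.05 for 8 of them. It was 0.76 on the log2 scale for STIM1 (adjusted p = 0.0289, or 0.58 and 0.0233 without the 2 libraries), 0.94 for ORAI2 (0.03, or 0.88 and 0.037), 3.99 for MEGF6 (0.0427, or 1.64 and 0.00256) and 1.87 for CD96 (0.0301, or 2.56 and 9.84e-04). It was -5.13 for GZMB (adjusted p = 0.0279 from edgeR, or -1.86 and 0.00636 without the 2 libraries). The call was lost without the 2 libraries for CD28 at -1.21 (adjusted p = 0.0432 from edgeR, then -1.03 and 0.0938), IL2 at -6.29 (0.0295, then -3.04 and 0.193) and IL2RA at -6.41 (0.0421, then -1.38 and 0.0798).

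Among gene lists the paper does not report on for BTP2 in PHA-stimulated PBMC, 18 of 20 genes of ribosome biogenesis and 5 of 10 of serine and one-carbon metabolism were lower, and 8 of 10 genes of HLA class II antigen presentation and 6 of 10 granulocyte markers were higher.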

How the results depend on the processing

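Counts below use the thresholds of the paper, and where no cause is given the cause was not tested. Adding donor as a block changed the calls named at each gene, called the B cell markers MS4A1 and CD79A higher with BTP2 in PHA-stimulated PBMC, and changed no other call of a named gene. It moved counts of called list members by over 1.5 times where given at the list, for other chemokines with PHA (1 to 3 lower), and where 1 gene was gained or lost. No alternative was left out of those set in advance. The spread between donors, widened by the 2 libraries, limits the counts: leaving out donors other than theirs ended most calls. Leaving out their own donor removes as many samples and gave the highest counts for PHA and for BTP2 in PHA-stimulated PBMC. Fewer samples alone thus do not account for the loss. In the comparison of PBMC + PHA with control PBMC, which holds neither of the 2 libraries, they act only through the fit shared by the conditions. Depth limits genes near 0 CPM.

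Genes raised by PHA (2170) numbered 4273 at an adjusted p under 0.05 with no fold threshold and 773 over a log2 fold change of 2, where the threshold is the cause, and 0 to 2631 with donors or libraries left out. Genes lowered by PHA (2249) numbered 4510 and 1132 at these thresholds, 3481 without the 2 libraries and with donor as a block, and 0 to 2717 with donors or libraries left out. Genes raised by BTP2 in PHA-stimulated PBMC (365) numbered 590 with donor as a block, 192 with only the 2 conditions compared, 1083 with DESeq2, 1055 with its shrinkage, 1308 with DESeq2 and donor as a block, 1723 and 130 at the other thresholds, 615 without the 2 libraries, 1023 so and with donor as a block, 960 so and with DESeq2, and 0 to 538 with donors or libraries left out. Genes lowered (552) numbered 962 with DESeq2, 919 with its shrinkage, 1079 with DESeq2 and donor as a block, 1911 and 137 at the other thresholds, 954 without the 2 libraries, 1085 so and with donor as a block, 1069 so and with DESeq2, and 0 to 733 in the leave-outs. BTP2 alone (0 higher and 0 lower) gave 1 higher with DESeq2, 2 higher with DESeq2 and donor as a block, and without the 2 libraries 2 lower with donor as a block and 1 lower with DESeq2.

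For PBMC + PHA + BTP2 against control PBMC (0 higher and 0 lower), without the 2 libraries 1351 were higher and 1393 lower, 1604 and 1888 with donor as a block, and 1578 and 1784 with DESeq2. As labelled DESeq2 gave 142 and 4, its shrinkage 140 and 4, DESeq2 with donor as a block 162 and 12, and the leave-outs 0 to 1231 and 0 to 1246. For the difference between the effects of BTP2 (34 higher and 95 lower), donor as a block gave 167 and 238, filterByExpr 52 higher, DESeq2 599 and 958, with donor as a block 871 and 1143, and the other thresholds 738 and 1338 or 16 and 60. Leaving out the 2 libraries gave 143 and 386 genes, 742 and 863 with donor as a block, and 516 and 662 with DESeq2, and the leave-outs 0 to 107 and 0 to 223. Genes raised by PHA and lowered by BTP2 (515) numbered 842 without the 2 libraries, 942 so and with donor as a block, 904 so and with DESeq2, 898 with DESeq2, 857 with shrinkage, 978 with DESeq2 and donor as a block, 1798 and 115 at the other thresholds, 91 with divided libraries (median) and 0 to 654 in the leave-outs. Genes lowered by PHA and raised by BTP2 (323) numbered 499 with donor as a block, 181 with only the 2 conditions compared, 970 with DESeq2, 946 with shrinkage, 1147 with DESeq2 and donor as a block, 1556 and 116 at the other thresholds, 804 without the 2 libraries and with donor as a block, 725 so and with DESeq2, 18.5 with divided libraries (median) and 0 to 421 in the leave-outs. Genes raised more than 32-fold (65) numbered 0 with shrinkage, which draws large fold changes in, 100 at an adjusted p under 0.05 and 0 to 78 in the leave-outs.

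With an estimated correlation the lists higher with PHA went from 17 to 0 and those lower from 5 to 0, those higher with BTP2 in PHA-stimulated PBMC from 5 to 0 and those lower from 9 to 2, and with BTP2 alone 11 and 3 went to 0 and 0, with or without the 2 libraries. With the preset correlation and without the 2 libraries, BTP2 alone gave 3 higher, and 2 higher and 5 lower with donor as a block. For BTP2 alone, list directions turned without the 2 libraries (camera adjusted p, then with an estimated correlation, then with donor as a block): T cell cytokines 0.303, 0.876 and 0.548, co-stimulatory genes 0.375, 0.876 and 0.0469, IL2 and JAK-STAT signaling 0.0467, 0.568 and 0.0532, glycolysis 0.238, 0.876 and 0.393. They also turned for serine metabolism (0.965 and 0.978), cholesterol synthesis (0.965 and 0.978), ribosome biogenesis (0.863 and 0.978) and, with donor as a block, monokines (0.722). The first component (77.5%) held 88.3% with donor removed, 61.3% with all genes, 71.1% with log2 CPM, 72.6% with the regularized log, 76% without the 2 libraries, 87.9% so and with donor removed, and 77.2 to 79.4% with donors left out. The second (6.93%) held 5.25% with donor removed, 11.8% with all genes, 5.73% without the 2 libraries and with donor removed, and 6.67 to 9.20% with donors left out. Libraries closer to another condition went from 2 to 0 and clusters of 1 group from 1 to 3 without the 2 libraries, with or without donor removed.

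Single-gene log2 fold changes that turned sign were, for PHA, CD27 (0.07) at -0.22 with library size only, -0.15 with upper quartile scaling and -0.24 to 0.67 in the leave-outs, CXCR3 (0.03) at -0.22, -0.18 and -0.22 to 0.35, MKI67 (0.18) at -0.10, -0.035 and -0.38 to 0.73, and TGFB1 (0.22) at -0.04 with library size only. For BTP2 in PHA-stimulated PBMC the sign turned without the 2 libraries, alone, with donor as a block and with DESeq2, for CD3E (0.12, then -0.25, -0.12 and -0.23, leave-outs -0.25 to 0.26), CD4 (0.39, then -0.40, -0.32 and -0.38, leave-outs -0.40 to 0.75), CTLA4 (-0.19, then 0.19, 0.11 and 0.22, leave-outs -0.43 to 0.19) and TGFB1 (-0.03, then 0.073, 0.09 and 0.10, also 0.033 with library size only and 0.068 with upper quartile scaling, leave-outs -0.20 to 0.16). IFIT3 (-0.19) was at 0.21 without the 2 libraries, 0.23 so and with DESeq2, and -1.49 to 0.39 in the leave-outs. CXCL10 (0.20) was at -0.57 with donor as a block, -0.56 so and with DESeq2, -0.32 with donor as a block and without the 2 libraries, and -2.95 to 0.89 in the leave-outs, and MKI67 (-0.10) at 0.038 with library size only, 0.035 with upper quartile scaling and -0.51 to 0.39 in the leave-outs. In the leave-outs alone the sign turned for IL10 (-0.79 to 1.07) and GBP5 (-0.21 to 1.01). For BTP2 alone it turned without the 2 libraries for CXCL9 (4.76, then -3.57, -3.83 with donor as a block and -3.58 with DESeq2, leave-outs -3.86 to 5.56), IL2RA (3.76, then -0.89, -0.82 and -0.89, leave-outs -0.94 to 4.58) and KREMEN1 (0.89, then -3.46, -3.65 and -3.51, also -0.26 with DESeq2 and donor as a block as labelled, leave-outs -3.72 to 2.01). For BTP2 in PHA-stimulated PBMC, DESeq2 as labelled called FOXP3, GZMB, IL12RB2, PSAT1, STAT5A, MS4A1, CD79A and CXCL5, and edgeR with only the 2 conditions compared called FOXP3, GZMB, IL12RB2, PSAT1, STAT5A, CD79A, IL2RA and TNFRSF9, which edgeR as labelled did not. With only the 2 conditions compared ORAI3, STIM2, CD28, CD14 and GZMH lost their call, ORAI3 also with no filter, and ITGAE with PHA gained one under library size only and upper quartile scaling. Of the values of genes named for BTP2 in PHA-stimulated PBMC (78 genes), 57 kept their call without the 2 libraries, 15 were stronger, 1 weaker and 5 turned. With donor as a block 68 kept it, 4 were stronger, 5 weaker and 1 turned, and with DESeq2 66 kept it and 8 were stronger. Over all leave-outs 789 kept it, 17 were stronger, 106 weaker and 24 turned. For PHA (66 genes) all 66 kept their call without the 2 libraries, 64 did with donor as a block, and over the leave-outs 721 kept it, 59 were weaker and 12 turned.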

Differences from the paper's values

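Among genes changed by BTP2 in PHA-stimulated PBMC, the paper reports 745 raised, and 365 were found here at the same thresholds. Of the alternatives set before the data were examined, 590 with donor as a block, 538 with the donor of the 2 libraries left out, 1083 with DESeq2 and 1055 with DESeq2 and normal-prior shrinkage lie within 1.5 times the paper's count. The others do not: RLE (385), library size only (393), upper quartile scaling (471), no filter (325), filterByExpr (408), a robust fit (367), thinned counts (353), only the 2 conditions compared (192), each other donor left out (0 to 18), each single library left out (87 to 401) and DESeq2 with donor as a block (1308). In settings chosen after seeing the values, without the 2 libraries, the count was 615 with edgeR, 1023 with donor as a block and 960 with DESeq2. The paper's genes are not named in its text, so the number they drop is not known. The paper's counts of genes changed by PHA, lowered by BTP2, raised by PHA and lowered by BTP2, and raised by PHA more than 32-fold lie within 1.5 times those found here.

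For PBMC + PHA + BTP2 against PBMC + PHA, the paper's log2 fold change of MEGF6 is 1.54, and 3.56 was found here. The replicate spread used here is the SD of the donors' log2 ratios, 1.61 for MEGF6. Within it of the paper's value lie 3.03 with donor as a block, 3.04 with DESeq2 and donor as a block, 1.75 with the donor of the 2 libraries left out and 1.60 with only the library of the 2 labelled PBMC + PHA + BTP2 left out. The other alternatives set before the data were examined gave 3.49 to 3.91. Settings without the 2 libraries, chosen after seeing the values, gave 1.60, 1.68 with donor as a block and 1.63 with DESeq2.

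The paper's log2 fold change of CD4 in this comparison is -0.309, and 0.39 was found here. The sign was that of the paper with the donor of the 2 libraries left out (-0.36) and with the library of the 2 labelled PBMC + PHA + BTP2 left out (-0.40), and the other alternatives set before the data were examined gave 0.17 to 0.75. Leaving out both of the 2 libraries, chosen after seeing the values, gave -0.40, -0.32 with donor as a block and -0.38 with DESeq2.

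The paper's log2 fold change of CD27 is -1.82, and -0.55 was found here. The difference was within the replicate spread with donor as a block (-1.07), with DESeq2 and donor as a block (-1.06), with the donor of the 2 libraries left out (-1.76), with the library of the 2 labelled PBMC + PHA + BTP2 left out (-2.09) and with 1 of the PBMC + PHA libraries left out (-0.84). It was not under the other alternatives set before the data were examined (-0.58 to -0.21). The value was -2.09 without the 2 libraries, chosen after seeing the values, -1.72 with donor as a block and -2.06 with DESeq2.

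The paper's log2 fold change of CTLA4 is 0.11, and -0.19 was found here. The sign was that of the paper with the donor of the 2 libraries left out (0.15) and with the library of the 2 labelled PBMC + PHA + BTP2 left out (0.19), while the other alternatives set before the data were examined gave -0.43 to -0.02. It was 0.19 without the 2 libraries, chosen after seeing the values, 0.11 with donor as a block and 0.22 with DESeq2. The paper's other log2 fold changes have the sign of those found here and differ from them by less than the SD of the donors' log2 ratios. With BTP2 in PHA-stimulated PBMC this SD takes in the donor of the 2 libraries, who can widen it. A difference within it is then weak evidence of a match. For IL2RA that donor's library of PBMC + PHA + BTP2 stood apart from the others, at 6.61 CPM. For ORAI3 with BTP2 the SD, at 0.85, is wide: the log2 fold change of ORAI3 is 0.49 in the paper, and 1.16 was found here, or 0.53 without the 2 libraries.

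The paper states that the libraries formed clusters by condition, in 3 groups, and here 2 libraries lay closer to another condition and 1 of 3 clusters held 1 group alone, or 0 libraries and all 3 clusters without the 2 libraries. It states that BTP2 raised and lowered about as many genes, and here edgeR called 365 higher and 552 lower, DESeq2 1083 and 962, and edgeR 615 and 954 without the 2 libraries. The paper calls IL2RA, IFNG, GZMB and CD27 lower with BTP2 in PHA-stimulated PBMC. Its RT-qPCR also found IL2RA, GZMB and CD27 lower, with IFNG lower but short of its test, and its flow cytometry found CD25 lower. As labelled the adjusted p from edgeR was 0.167 for IL2RA, 0.216 for IFNG, 0.0533 for GZMB and 0.622 for CD27. Settings set in advance that call them with edgeR are the donor of the 2 libraries left out (adjusted p of 0.00173 for IL2RA, 1e-04 for GZMB and 0.0153 for CD27), only the 2 conditions compared (0.0472 for IL2RA and 0.0057 for GZMB), and for GZMB library size only (0.0461), upper quartile scaling (0.0497) and filterByExpr (0.0463). DESeq2 calls GZMB as labelled at an adjusted p of 0.00686, with shrinkage at 0.00686 and with donor as a block at 0.00756, and CD27 is called by edgeR with the library of the 2 labelled PBMC + PHA + BTP2 left out, at 0.0244. Without the 2 libraries, a setting chosen after seeing the values, the adjusted p from edgeR was 3.91e-04 for IL2RA, 0.0367 for IFNG, 5.03e-05 for GZMB and 0.0121 for CD27, and 0 of the genes of its results whose change by BTP2 passed the paper's test were dropped. The paper does not call FOXP3 with BTP2, and edgeR as labelled does not either (adjusted p = 0.0803), but DESeq2 does at an adjusted p of 0.0402, edgeR with only the 2 conditions compared at 0.0403 and edgeR without the 2 libraries at 0.0191. The paper names ORAI3 among the genes whose fall BTP2 reverses, though its own test did not pass, and edgeR calls it as labelled at an adjusted p of 0.0452 but not without the 2 libraries (0.0972), with no filter (0.0522), with only the 2 conditions compared (0.0777) or with donor as a block (0.0637). It does not call CD8A, which edgeR calls with donor as a block at an adjusted p of 0.0361 for PHA and 0.0431 for BTP2, and not as labelled (0.553 and 0.58). Among the genes raised most by PHA and lowered by BTP2 the paper finds terms for regulatory T cell differentiation. Here 0 of the 7 genes so chosen as labelled were in the regulatory T cell list, and 2 of 26 were without the 2 libraries. That list is not the gene set of the paper's terms, and gene ontology terms were not tested here. These counts are thus no direct comparison with the paper's result.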

Other observations

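PHA raised genes of transcriptional activation and of the secretory pathway that the text has not yet described. Of 21 activation-induced transcription factors 12 were higher and 0 lower (12 higher when adjusted over the list alone, camera adjusted p = 9.26e-04, and adjusted p = 0.466 with an estimated correlation). BATF3, which pairs with JUN proteins in dendritic cells and activated T cells, had a log2 fold change of 5.75 (standard error 1.27, adjusted p = 0.00238 from edgeR), and IRF4, a transcription factor of activated lymphocytes, of 4.03 (standard error 1.06, adjusted p = 0.00669 from edgeR). In PHA-stimulated PBMC with BTP2 0 of the 21 passed (0 when adjusted over the list alone, camera adjusted p = 0.387), and without the 2 libraries 3 were higher and 3 lower, with BATF3 at -1.93 (standard error 0.27, adjusted p = 1.96e-04 from edgeR). Of 16 genes of the unfolded protein response 12 were higher with PHA (13 when adjusted over the list alone, camera adjusted p = 2.9e-04, and adjusted p = 0.466 with an estimated correlation), with HSPA5, the chaperone BiP of the endoplasmic reticulum, at 1.67 (standard error 0.51, adjusted p = 0.0147 from edgeR). BTP2 in PHA-stimulated PBMC left 1 of these 16 higher and 1 lower (0 and 1 when adjusted over the list alone, camera adjusted p = 0.387), and DDIT3, the stress-induced factor CHOP, was the one that rose, at 0.97 (standard error 0.32, adjusted p = 0.043 from edgeR). Of 17 genes of the G1/S transition 9 were higher and 4 lower with PHA (12 and 4 when adjusted over the list alone, camera adjusted p = 0.00564, and adjusted p = 0.405 with an estimated correlation). Of 13 genes of helper T cell subsets 6 were higher and 1 lower with PHA (6 and 2 when adjusted over the list alone, camera adjusted p = 0.0734).

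Among cell types, 6 of 12 B cell markers were lower and 1 higher with PHA (7 and 1 when adjusted over the list alone, camera adjusted p = 0.0833), or 8 lower and 2 higher with donor as a block (camera adjusted p = 0.0132). Also with PHA, 4 of 9 dendritic cell markers were lower and 1 higher (4 and 1, camera adjusted p = 0.224), and 3 of 13 T cell markers were lower and 2 higher (3 and 2, camera adjusted p = 0.448, or 5 lower with donor as a block). CD1C, a marker of dendritic cells that presents lipids, had a log2 fold change of -3.82 (standard error 0.94, adjusted p = 0.00438 from edgeR). Of the dendritic cell markers 2 were higher with BTP2 in PHA-stimulated PBMC (3 when adjusted over the list alone, camera adjusted p = 0.294), and 0 were without the 2 libraries. Plasma cell markers had 1 of 6 higher and 1 lower with PHA (camera adjusted p = 0.672) and 1 higher with BTP2 (camera adjusted p = 0.399). Platelet markers had 1 of 6 lower with PHA (camera adjusted p = 0.469) and 0 changed with BTP2 (camera adjusted p = 0.653), and erythroid markers had 0 of 5 changed in either comparison (camera adjusted p = 0.448 and 0.522). Of 9 anergy-associated genes 1 was higher and 3 lower with PHA (camera adjusted p = 0.663) and 1 higher and 1 lower with BTP2 (camera adjusted p = 0.837). Of the other channels BTP2 acts on, 0 of 3 measured genes passed the test with PHA or with BTP2 (camera adjusted p = 0.469 and 0.4). Of 12 naive and resting T cell genes 1 was higher with BTP2 in PHA-stimulated PBMC (1 when adjusted over the list alone, camera adjusted p = 0.418). Of 12 monokines 0 passed with BTP2 as labelled (camera adjusted p = 0.522) and 2 were higher without the 2 libraries: PTGS2, the inducible cyclooxygenase, at 2.03 (standard error 0.59, adjusted p = 0.0215 from edgeR) and CSF3, the growth factor of neutrophils, at 2.41 (standard error 0.73, adjusted p = 0.0253 from edgeR). Of 24 other chemokines 1 was higher with BTP2 (0 when adjusted over the list alone, camera adjusted p = 0.687), CCL24, at 2.14 (standard error 0.72, adjusted p = 0.0478 from edgeR), or at 0.49 (standard error 0.43, adjusted p = 0.45 from edgeR) without the 2 libraries. Of 20 genes of cholesterol synthesis 2 were lower with BTP2 (0 when adjusted over the list alone, camera adjusted p = 0.0117, and adjusted p = 0.801 with an estimated correlation), and 2 were higher and 9 lower without the 2 libraries.

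With BTP2 alone, camera called gene lists of which edgeR called 0 members, as labelled or without the 2 libraries. As labelled it called 11 lists higher and 3 lower, among them T cell cytokines at a median log2 fold change of 3.64 (adjusted p = 5.49e-04), and 0 lists with an estimated correlation. Leaving out the 2 libraries, a setting chosen after seeing the data, camera called 3 higher and 3 lower. The type I interferon response was higher, with 20 of 20 members above 0 and a median log2 fold change of 0.79 (camera adjusted p = 5.1e-09, and adjusted p = 0.568 with an estimated correlation). The unfolded protein response was higher, with 16 of 16 members above 0 at a median of 0.15 (camera adjusted p = 6.93e-06, and adjusted p = 0.11 with an estimated correlation), and so were B cell markers, with 12 of 12 above 0 at a median of 0.31 (camera adjusted p = 5.97e-04, and adjusted p = 0.568 with an estimated correlation). The interferon gamma response was lower, with 3 of 17 members above 0 at a median of -0.57 (camera adjusted p = 5.1e-09, and adjusted p = 0.568 with an estimated correlation), as were regulatory T cell genes (camera adjusted p = 0.0226, and adjusted p = 0.732 with an estimated correlation) and genes of IL2 and JAK-STAT signaling (camera adjusted p = 0.0467, and adjusted p = 0.568 with an estimated correlation). CXCL9 had a log2 fold change of -3.57 with BTP2 alone without the 2 libraries (adjusted p = 1 from edgeR), or of -3.58 with DESeq2 (adjusted p = 0.0244).

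In PBMC + PHA + BTP2 against control PBMC, DESeq2 as labelled called 4 genes lower, named after their values had been seen: FAM131C at a log2 fold change of -3.90, GNB3, a G protein subunit, at -2.25, GP1BA, a platelet receptor of von Willebrand factor, at -1.31, and the pseudogene ZNF890P at -3.23. BTP2 had effects that differed with and without PHA for 129 genes (34 higher and 95 lower with edgeR), and for 143 higher and 386 lower without the 2 libraries, which share 34 and 93 genes with the first lists.

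Counts of changed genes were compared with those of other splits of the same libraries, tests that were chosen after the counts had been seen. For PHA the real split gave 4419 genes and the highest of the others 0 (1 of 35 splits as large), and for BTP2 in PHA-stimulated PBMC 917 and 0 (1 of 35). Donors pair the libraries, and the other splits among these put both libraries of at least 1 donor on the same side. The 8 splits that part every donor's pair, where the highest other was also 0 in both comparisons, are too few for a share under 0.05. Without the 2 libraries, BTP2 in PHA-stimulated PBMC gave 1569 genes and 0 in the highest other split (1 of 35), and PBMC + PHA + BTP2 against control PBMC gave 2744 and 4 (1 of 35). These 2 libraries were left out for how they group, so their splits decide nothing about chance. As labelled, PBMC + PHA + BTP2 against control PBMC and BTP2 alone gave 0 genes in the real split, which 35 of 35 splits reach by construction. For the difference between the effects of BTP2, 2 of 100 regroupings gave as many genes as the real 129, the real one included, and the highest other gave 4088, which points to a structure of the samples. These regroupings ignore the donors, so they decide nothing about chance.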
